# Understanding the function of Pax5 in development of docetaxel-resistant neuroendocrine-like prostate cancers

**DOI:** 10.1038/s41419-024-06916-y

**Published:** 2024-08-25

**Authors:** Sreyashi Bhattacharya, Hannah L. Harris, Ridwan Islam, Sanika Bodas, Navatha Polavaram, Juhi Mishra, Dipanwita Das, Parthasarathy Seshacharyulu, Achyuth Kalluchi, Anirban Pal, Manish Kohli, Subodh M. Lele, Michael Muders, Surinder K. Batra, Paramita M. Ghosh, Kaustubh Datta, M. Jordan Rowley, Samikshan Dutta

**Keywords:** Prostate cancer, Cancer therapeutic resistance

## Abstract

Resistance to the current Androgen Receptor Signaling Inhibitor (ARSI) therapies has led to higher incidences of therapy-induced neuroendocrine-like prostate cancer (t-NEPC). This highly aggressive subtype with predominant small-cell-like characteristics is resistant to taxane chemotherapies and has a dismal overall survival. t-NEPCs are mostly treated with platinum-based drugs with a combination of etoposide or taxane and have less selectivity and high systemic toxicity, which often limit their clinical potential. During t-NEPC transformation, adenocarcinomas lose their luminal features and adopt neuro-basal characteristics. Whether the adaptive neuronal characteristics of t-NEPC are responsible for such taxane resistance remains unknown. Pathway analysis from patient gene-expression databases indicates that t-NEPC upregulates various neuronal pathways associated with enhanced cellular networks. To identify transcription factor(s) (TF) that could be important for promoting the gene expression for neuronal characters in t-NEPC, we performed ATAC-Seq, acetylated-histone ChIP-seq, and RNA-seq in our NE-like cell line models and analyzed the promoters of transcriptionally active and significantly enriched neuroendocrine-like (NE-like) cancer-specific genes. Our results indicate that Pax5 could be an important transcription factor for neuronal gene expression and specific to t-NEPC. Pathway analysis revealed that Pax5 expression is involved in axonal guidance, neurotransmitter regulation, and neuronal adhesion, which are critical for strong cellular communications. Further results suggest that depletion of Pax5 disrupts neurite-mediated cellular communication in NE-like cells and reduces surface growth factor receptor activation, thereby, sensitizing them to docetaxel therapies. Moreover, t-NEPC-specific hydroxymethylation of Pax5 promoter CpG islands favors Pbx1 binding to induce Pax5 expression. Based on our study, we concluded that continuous exposure to ARSI therapies leads to epigenetic modifications and Pax5 activation in t-NEPC, which promotes the expression of genes necessary to adopt taxane-resistant NE-like cancer. Thus, targeting the Pax5 axis can be beneficial for reverting their taxane sensitivity.

## Introduction

Hormone sensitive recurrent or metastatic prostate cancer is preferentially treated with androgen deprivation therapies (ADT) alone or in combination with androgen receptor signaling axis inhibitors (ARSIs) such as abiraterone acetate or enzalutamide [1, 2]. However, over the time, most of these patients become resistant to ARSI therapies and progress to castration-resistant prostate cancer (CRPC) [1, 3]. CRPC is highly heterogeneous but still predominantly adenocarcinoma in nature, which are generally, treated with first-line taxane-based chemotherapies following ARSI resistance [4–6]. However, ~20% of these ARSI-resistant cases showed neuroendocrine-like transformation [therapy-induced neuroendocrine-like prostate cancer (t-NEPC) or neuroendocrine-like cancer (NE-like)], and often presented as small-cell-like neuroendocrine characteristics [7–10]. Similar to de novo NEPC, t-NEPCs are highly aggressive, readily metastasize to visceral organs and share common features including expression of neuroendocrine-specific genes [10–12]. However, t-NEPCs are resistant to taxane-based therapies and are preferentially treated with platinum-based drugs in combination with etoposides [13–15]. Compared to well-tolerated taxanes, these platinum-based therapies yield multiple systemic toxicities and fail to show much improvement on overall survival of t-NEPC patients [13, 14]. Currently, various clinical trials are ongoing to test the efficacy of targeted therapies; however, results are mostly inconclusive [16]. In this background, identification of key molecular regulator/s or pathways responsible for taxane resistance of t-NEPC will be important for future therapeutic optimization.

Studies have shown that functional aberrations of tumor suppressors RB1 and/or TP53 are important for NE-like trans-differentiation; however, why losses of RB1 and TP53 induce t-NEPC differentiation, remains poorly understood [17, 18]. While studying the differential characteristics between CRPC-adenocarcinoma and t-NEPCs, we found that t-NEPCs selectively upregulate genes related to the neuronal pathways [19]. Whether these neuronal phenotypes contribute to the taxane resistance of t-NEPC is unknown and demands clarification.

To replicate the trans-differentiation processes, we previously generated and characterized various t-NEPC models from established CRPC cell lines [19]. In this study, we have identified Pax5 as an important transcriptional regulator involved in various neuronal pathways. Pax5 expression is highly specific to t-NEPC, and depletion of Pax5 abrogates neuronal characteristics of t-NEPC. The present study highlights the importance of Pax5-mediated development of neuronal characteristics towards taxane resistance in t-NEPC. Furthermore, we discovered the importance of t-NEPC-specific epigenetic modification-based transcriptional events in Pax5 expression. Overall, the current work emphasizes the role of Pax5 transcriptional signature as a crucial element in neuronal gene expression linked to therapy-resistant prostate cancer.

## Materials and methods

### Reagents

Cell culture media- RPMI 1640 (Thermo Fisher Scientific, Gibco, NY, 11875093), DPBS, 0.25% (w/v) Trypsin, (100X), and Penicillin-Streptomycin (5000 U/ml) were purchased from ThermoFisher Scientific. Fetal bovine serum was purchased from GIBCO. For immunohistochemistry (IHC), biotin-conjugated goat anti-rabbit IgG (Invitrogen, 31820) was used as a secondary antibody followed by Reagent A: Avidin (Thermo Scientific, 1852280) and Reagent B: Biotinylated HRP (Thermo Scientific, 1852310). ImPACT DAB (Vector Laboratories, SK-4105) was used for visualizing the protein. For immunofluorescence and immunocytochemistry, secondary Alexa Fluor 594 goat anti-mouse (Thermo Fisher A11020), and Alexa Fluor 488 goat anti-rabbit (Thermo Fisher A11008) antibodies were used. Other reagents such as HEPES, KCl, DTT, NP-40, Glycerol, MgCl2, EDTA, PMSF, protease inhibitors such as aprotinin, and leupeptin were purchased from Sigma-Aldrich. Halt phosphatase inhibitor (1862495), Trizol and Powerup SYBR Green master mix were purchased from ThermoFisher Scientific. cDNA kit was purchased from Roche. All the primers were from IDT.

### Patient cohort for in-silico analysis

RNA-Seq data of the following patient cohorts were selected from public domains for analysis. Treatment-resistant mCRPC patient cohort with PCa patients having NE-like development (GSE 126078) [1], SU2C-PCF (Stand Up to Cancer/Prostate Cancer Foundation) International Prostate Cancer Dream Team consortium [20], a prospective clinical trial (identifier: NCT02432001) [17] and mCRPC patient cohort with CRPC-adeno and CRPC-neuro phenotype [10], GSE 137829 [21]. Gene expression profiles of GSE 126078, GSE 66187, GSE 137829, SU2C-PCF cohort (Stand Up to Cancer/Prostate Cancer Foundation) International Prostate Cancer Dream Team consortium were downloaded from Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) [1, 18, 20]. In all the data sets, patients were pre-defined as adenocarcinoma or neuroendocrine cancers based on NE-score, expression of NE markers like CHGA, SYP and pathological reports.

GSE 126078: The study was conducted among metastatic castration-resistant prostate cancer (mCRPC) patient specimens and patient-derived xenografts (PDX). The study identified subtypes with AR-low phenotype, amphicrine phenotype, double negative (AR-ve/NE-ve) phenotype and classical AR-ve/NE+ve phenotype through molecular profiling. In the deposited RNA-seq fastq files, cases were already identified with the sub-classes. We used those subclasses for our analysis.

GSE 66187: The study was performed among 50 mCRPC patients and 24 LuCaP prostate cancer-derived PDX to characterize neuroendocrine (NE) phenotype among these mCRPC specimens. The study involved IHC staining criteria for androgen receptor (AR) and prostate-specific antigen (PSA) expression, CHGA and SYP expression. Whole genome microarray, transcriptomics and IHC analysis were used to determine the NE phenotype.

GSE 137829: The study characterized the tumor-cell specific diversity from 6 mCRPC patients through single-cell RNA-Seq (scRNA-Seq) analysis. 4 of these mCRPC patients were identified as NE patients. SU2C-PCF: this is a multi-institutional prospective study, which involved a comprehensive genomic and transcriptomic profiling among 429 patients. The study integrated the findings of whole-exome, transcriptomics and histological analysis to provide a NE-like signature. All mCRPC patient cohorts who developed NE-like differentiation have received AR inhibitor treatments and represent treatment-refractory group. Based on the CHGA and SYP expression status, these entire cohorts have already subcategorized patients with adenocarcinoma and t-NEPC following treatment with second-generation AR signaling inhibition therapies and assigned with NE-score. The RNA-seq data was extracted from NCBI GEO using SRAtool Kit. The reads were then aligned to human reference genome (hg38 version) from UCSC genome browser and gene counts was quantified with HTSeq (v.0.9.1). Next, the raw counts were processed and normalized in DESeq2. Data processing was performed with the help of the Bioinformatics Core at UNMC.

### Cell culture

Cells were cultured in RPMI 1640 with 10% FBS in presence of penicillin-streptomycin antibiotics (0.1%). Upon reaching confluency, these cells were washed with 1X DPBS and trypsinized with 0.25% (w/v) Trypsin-EDTA to detach the cells from the plate. The cells were collected in equal volumes of complete medium to neutralize the effect of trypsin and further centrifuged at 1000 g for 5 min at room temperature. The pellet obtained from centrifugation was then resuspended in fresh complete media and plated in a T-75 flask and maintained at 37 °C and 5% CO2 in a tissue culture incubator. C4-2BER cells were cultured under continuous presence of 10uM Enzalutamide (MDV 3100, Selleckchem, S1250). Apalutamide-resistant cells (C4-2BAR) were generated from LNCaP C4-2B (which was a kind gift from Prof. Allen Gao) by culturing under 20 uM Apalutamide (ARN-509, Selleckchem, S2840) for 7–8 weeks. The murine syngeneic cell line (Developed by Dr. Batra) was derived from 6 months old Hi-Myc/PTENfl/fl/ Trp53R172H/+/Pb-Cre4+ positive mice (mixed strain, Hi Myc from FVB whereas Probasin Cre and Trp53R172H are from C57BL/6 background). The cells had undergone differential trypsinization to obtain pure epithelial cells from the stromal population and were maintained in a modified medium containing DMEM, 10% FBS, Penicillin and streptomycin, bovine pituitary extract (25 µg/mL) (Sigma, P1167), recombinant human EGF 25 µg/mL (Thermo, PHG0311L), insulin (5 ng/mL) (Sigma, I0516) and DHT (10 nM) (Sigma, D-073-1ML) [22, 23]. NCI-H660 cell line has been purchased from ATCC and cultured in HITES medium supplemented with 5% FBS, 0.005 mg/ml Insulin, 0.01 mg/ml Transferrin (Sigma, T8158), 30 nM Sodium selenite (Sigma, S5261), 10 nM Hydrocortisone (Sigma, H6909), 10 nM beta-estradiol (Sigma, E2758), extra 2 mM l-glutamine (Thermofisher, 25030081) (for final conc. of 4 mM) according to ATCC guidelines.

### Transient transfection

Cells were transfected with Pax5 siRNA (Dharmacon, ON-TARGETplus Human Pax5(5079) siRNA – SMARTpool, Catalogue #L-012241-00-0005) using TransIT-X2 Transfection Reagent (Madison, WI, Mirus, MIR6000) according to manufacturer’s protocol. A non-targeting siRNA (Dharmacon RNA Technologies, ON-TARGET plus, smart pool) was used as a control. A non-silencing shRNA (doxycycline inducible) was used as a control (Horizon Discovery Catalog ID:RHS4743). Cells were seeded at a density of 0.1×10^6^ cells in a 6-well plate. At 60-70% confluency, cells were transfected with specific siRNA (25 nM) or 2 different shRNAs. shRNA transfection is performed in a doxycycline inducible manner. Transfected cells were incubated for 24-48 h at 37°C and 5% CO_2_ in tissue culture incubator. Cells were transfected with Pax5 overexpression plasmid [Origene, PAX5 (NM_016734) Human Tagged ORF Clone – RC222785] for 18-24 h.

**Table:** 

shRNA	Clone Id	Mature antisense sequence
shPax5-1	V3THS_321775	TGATGAGCAAGTTCCACTA
shPax5-2	V3THS_321780	GTCCTGTCCTGCTGGTCCG

### RNA extraction

Total RNA was isolated by adding 1 mL of TRIZOL Reagent (ThermoFisher Scientific, CA) and allowed to stand for 5 min at room temperature. RNA isolation was performed with RNeasy Mini Kit (Qiagen, Germantown, MD) according to manufacturer’s protocol. The RNA pellet was dissolved in UltraPureDNAse and RNAse free water (Life Technologies, 10977-015). The concentration and quality of the RNA were analyzed using Nanodrop Spectrophotometer.

### Quantitative RT-PCR

1 µg RNA was used to synthesize cDNA with Transcriptor First strand cDNA synthesis kit (Roche Diagnostics Corporation) according to the manufacturer’s instructions. For real-time PCR, cDNA (50 ng) was used. PCR was performed in duplicates in 25 μl volume as described before [24]. 36B4 rRNA was used as internal control for normalization. The list of the primers used in this study is listed in the following table.

**Table:** 

Gene	Forward	Reverse
36B4	ATGCAGCAGATCCGCATGT	TCATGGTGTTCTTGCCCATCA
CHGA	TGTCCTGGCTCTTCTGCTCT	CAACGATGCATTTCATCACC
SYP	GATGTGAAGATGGCCACAGA	TCAGCTCCTTGCATGTGTTC
Pax5	GGCTCGTCGTACTCCATCA	GCACCGGAGACTCCTGAATA
Pbx1	CAAGCTAACTCGCCCTCAAC	CTGCACGCTCATGAACAAAT
NFASC	GACGAGCCGCTCTATATTGG	ACCAGGGCAGTTACACGTGT
JAG1	GGTGCGGTATATTTCCTCCA	TCCCGTGAAGCCTTTGTTAC
SMARCA4	GACAGTGAAGGCGAGGAGAG	CACTTTGACGGACCGAGATT
KIF9	GGGGGCAACTGAGAATTACA	GGCGTTCTTCGATCATCCTA
GRID1	GCTCCTCCTACACAGCCAAC	TGGACAGGTCCTGGAAAGTC
DPAGT1	GCGGTGCTGTTTTCCTTATC	GGGAATGCCTTACACTGCTC
NrCAM	CCCTGATTCTCTTCCTGTGC	CCCTGATTCTCTTCCTGTGC
TET2	ATTCTCGATTGTCTTCTCTAGTGAG	CATGTTTGGACTTCTGTGCTC
RB1	CTCTCACCTCCCATGTTGCT	GGTGTTCGAGGTGAACCATT
Sox2	CAAGATGCACAACTCGGAGA	GCTTAGCCTCGTCGATGAAC

### Western Blot

Cells were lysed with ice-cold CHAPS buffer (0.3% CHAPS, 40 mM HEPES pH 7.4, 10 mM β-glycerophosphate, 10 mM sodium pyrophosphate, 2 mM EDTA) having a combination of protease inhibitors, 10 μg/μL Leupeptin, 10 μg/mL Aprotinin, 1 mM PMSF and Halt protease. Cells were scrapped and lysed with 26G. The lysate was collected after being centrifuged at 13,500 RPM for five mins. The pellet was discarded, and the supernatant was used for protein analysis. Total protein estimation was carried out with Bradford reagent and the samples were prepared by the addition of SDS sample buffer containing β-mercaptoethanol and denatured at 95 °C for 5 min. The denatured samples were run on a precast 4–20% Mini-PROTEAN® TGX™ Gel (BioRad) and transferred onto a PVDF membrane (Life Technologies). The membrane was blocked in 3% bovine serum albumin (BSA) in 1X TBST (1X Tris Buffered Saline, 0.1% Tween-20) for at least 45 min. Primary antibody was diluted in blocking buffer and incubated with membrane overnight at 4 °C with continuous shaking at low speed. On the next day, the membrane was washed with 1X TBST for 3 times for 10 min and incubated in appropriate dilution of secondary antibody conjugated with HRP for 1 h in 1X TBST with continuous shaking at low speed at room temperature. Following this, the membranes were washed in 1X TBST for 6 times for 10 min each wash to remove the excess secondary antibodies. The protein bands were detected using a combination dilution of SuperSignal™ West Femto Maximum Sensitivity Substrate and SuperSignal™ Pico Maximum Sensitivity Substrate captured on an X-ray film.

**Table:** 

Antibody (host)	Dilution	Manufacturer
Pax5 (anti-Rabbit)	1:1000	Cell Signaling, 8970S
	1:1000	Abcam, ab109443
HSC70 (anti-mouse)	1:3000	Santa cruz, B-6, sc-729
Rho-GDI (anti-Rabbit)	1:3000	Cell Signaling, 2564S
Acetyl-Histone H3 (Lys 9) (anti-Rabbit)	1:1000	Cell Signaling, 9649S
Acetyl-Histone H3 (Lys 18) (anti-Rabbit)	1:1000	Cell Signaling, 13998S
Acetyl-Histone H3 (Lys 27) (anti-Rabbit)	1:1000	Cell Signaling, 8173
Histone H3 (anti-Rabbit)	1:1000	Cell Signaling, 9715S
AR (anti-Rabbit)	1:2000	Cell Signaling, 5153S
NCAM1 (anti-Rabbit)	1:1000	Cell Signaling, 99746S
TET2 (anti-Rabbit)	1:1000	Cell Signaling, 18950S
Pbx1 (anti-Rabbit)	1:1000	Genetex, GTX113242
GAPDH (anti-Rabbit)	1:3000	Cell Signaling, 2118L
DNMT1 (anti-Rabbit)	1:1000	Cell Signaling, 5032S
goat anti-rabbit IgG-HRP	1:10000	Invitrogen, 65-6120
goat anti-mouse IgG-HRP	1:8000	Invitrogen, 62-6520
Phospho-Akt S-473	1:2000	Cell Signaling, 4060S
Total Akt1	1:1000	Cell Signaling, 2967S
Phospho-EGFR	1:1000	Cell Signaling, 1068S
EGFR	1:1000	Cell Signaling, 4267S

### LuCaP and patient TMA for IHC analysis

LuCaP and mCRPC tumor microarrays were available commercially. These microarrays were obtained from the Prostate Cancer Biorepository Network (PCBN; LuCaP TMA number 90 A, B, C, D; mCRPC TMA number 92 A, B, C, and D). mCRPC TMA 92 contained tumor cores from multiple metastatic sites of 45mCRPC patients with known clinical diagnosis. A total of 15 out of 45 patients were clinically diagnosed with NE-like PCa. All the neuroendocrine patients were received ARSI therapies including abiraterone, enzalutamide and darolutamide at CRPC stage. Once their cancer progressed to neuroendocrine subtype, they received platinum therapies. Before preparation of TMA, further the cancer was validated for expression of AR, NKX3-1 and Syp. All the core were Syp positive for neuroendocrine patients’ tissues. Pax5 expression in these TMA slides was evaluated by IHC. As Pax5 expression is specific to NE-like cells, the IHC was calculated based on positive expression of Pax5. Here we calculated whether patients’ tissue was positive for Pax5 expression and correlated with their disease stage. For validation of Pax5 expression among t-NEPC patient cohorts, GSE126078, GSE 66187, Beltran 2016, and Stand Up to Cancer/Prostate Cancer Foundation) International Prostate Cancer Dream Team consortium, prospective clinical trial (identifier: NCT02432001) patient cohorts containing primary, mCRPC and NE-like PCa patient data were analyzed in-silico for Pax5 expression.

### Immunohistochemistry

Immunohistochemical analyses were conducted on formalin-fixed paraffin-embedded patient TMA as described before [24]. Antibodies used were provided in the table below. Tissue slides were scanned in UNMC Tissue Sciences Core Facility. Antigen retrieval was performed by heat induced epitope retrieval at 95 °C using Dako antigen retrieval solution (pH 9).

TMA (Both LuCaP and mCRPC Patient) (4 mm thick) were initially kept on heat block at 56 °C for 1 h to melt the paraffin. To completely dissolve the paraffin, the slides were sequentially passage through xylene for 30 min, and then 100% ethanol for 15 min. Next, the tissues were rehydrated by passing them through 95%, 90%, 80%, 75%, 50%, and 20% ethanol for 5 min each, and finally, it was immersed in double distilled water for 10 min. Antigen retrieval was carried out by heat induced epitope retrieval at 95 °C water bath using Dako antigen retrieval solution (pH 9). The antigen unmasking solution was initially preheated in the microwave until boiling and equilibrate them at a desire temperature (95 °C) for 30 min before put the slides. Slides were then immersed into this heated antigen retrieval solution for 30 min. Next, the slides were gradually cooldown at room temperature (leaving the slide in solution at room temperature) and washed with double distilled water. After that cellular peroxidase activity was inhibited by immersing the slides in 3% hydrogen peroxide (H2O2) in methanol for 10 min at room temperature. Before addition of antibody, slides were then blocked with 1% BSA + 0.2% saponin in TBST at room temperature for 1 h and then incubated overnight at 4 °C with primary antibody in the blocking buffer. Next day, after washing the primary antibody in TBST (3 times × 10 min), biotinylated secondary antibody (IHC) at desire concentration was added for 1 hr at room temperature. Next, after washing the secondary antibody, slides were then incubated with avidin–biotin complex (Reagent A and Reagent B) for 30 min at room temperature, following the manufacturer’s instructions. After that substrate diaminobenzidine solution (ImmPACT DAB) was added to the slides as a substrate for peroxidase until the desired staining intensity was developed. Hematoxylin was used as a counter staining. Finally, slides were dehydrated with increasing concentration of xylene and mounted with Permount with glass cover slips. All then slides were next digitally scanned. We have calculated the positive staining for Pax5 in the tissue cohort. The number of Pax5-positive samples was then correlated with the disease state of the patient or PDX.

**Table:** 

Antibody (host)	Dilution	Manufacturer
Pax5 [EPR3730 (2)] (anti-Rabbit)	1:250	Abcam, ab109443

### Immunofluorescence

Cells were transfected with siPax5 or shPax5 (2 independent clones as described before) and Scramble as previously described. For rescue experiments, Pax5 knockdown cells (siPax5 or shPax5 transfected cells) were transfected with Pax5 overexpression plasmid. Cells were then incubated for 24-h at 37 °C and 5% CO2 tissue culture incubator. After 24–36 h incubation, cells were washed twice with 1X DPBS and fixed with 4% paraformaldehyde for 15–20 min. Cells were blocked in 0.2% saponin in 1% BSA prepared in 1X TBST and incubated overnight with respective primary antibodies diluted in blocking buffer. Cells were washed 2 times with 1X TBST for 5 min each wash. Cells were incubated with fluorophore-conjugated anti-rabbit and anti-mouse secondary antibodies for 30 min, respectively. Cells were next washed in 1X TBST and mounted with Vectashield mounting media containing DAPI (Vector Laboratories, H1200), and photomicrographs were captured using the confocal microscope.

**Table:** 

Antibody (host)	Dilution	Manufacturer
Pax5 [EPR3730(2)] (anti-Rabbit)	1:250	Abcam, ab109443
Fluorescein Phalloidin	1:200	Invitrogen™, F432
NCAM1 (anti-Rabbit)	1:100	Cell Signaling, 99746T
Phospho-Akt S-473	1:100	Cell Signaling, 4060S
Phospho-EGFR	1:100	Cell Signaling, 1068S

All images taken in confocal microscopy were captured using Zeiss LSM 800 Confocal Laser Scanning Microscope (equipped with 4 different lasers) in UNMC confocal microscopy Core Facility. Analysis of captured images and their quantification were done using Zeiss Zen 2010 software and ImageJ software respectively. The graphical illustrations were made using GraphPad Prism 8 software.

To determine surface intensity of fluorescence image, we have used Fiji software. After selecting the cell surface, we first clear out the background. Then we performed auto threshold adjustment of images. Using this threshold adjusted image, average fluorescence integrated density was calculated. This fluorescence intensity was subtracted from the background intensity to get the corrected average integrated density per cell. Total 10 cell was counted per filed and 5 field was taken for analysis of each replicate experiments. Experiments has been repeated atleast three times. For neurite analysis, no of neurite/cell was calculated. A total of 150 cells were calculated/experiments.

### 5-Azacytidine assay

Cells were seeded at a density of 0.1 × 10^6^ on a 6-well plate. Cells were exposed to 5-azacytidine (at a dose of 0.1 µM) and incubated for 6 days in tissue culture incubator. Cells were treated with 5 μM Enzalutamide (AR inhibitor) to block the nuclear transport of AR. Cells were incubated in tissue culture incubator for 6 days. Cells were next collected and lysed.

### Tet-activity inhibition

Cells were treated with Bobcat 339 (Selleckchem.com, catalog no. S6682) at a dose of 50 μM (IC_50_ = 33 μM for Tet1 and 73 μM for Tet2) and incubated for 18–24 h in tissue culture incubator. After incubation, cells were subjected to ChIP assay using 5hmC and PBX1 antibodies respectively.

### Cell death assay with propidium iodide staining

Cells were transfected with a scramble and Pax5 siRNA as mentioned earlier. Pax5 knockdown cells were transfected with Pax5 overexpression plasmid (rescue). Cells were then incubated for 24 h at 37°C and 5%CO2 tissue culture incubator. Cells were next treated with Docetaxel at various concentrations (2 nM for C4-2BER and 10 nM for DKD, respectively) and kept incubated for the next 18–24 h. After incubation, cells were washed gently with 1XDPBS and incubated with propidium iodide (PI) (1:2000 dilution in PBS) for 10–15 min. Hoechst (1:2000 dilution in PBS) was used to stain the nucleus. Images were captured under 10X in UNMC confocal core facility.

### Surface biotinylation assay

Cells were transfected with doxycycline-inducible Pax5 shRNA for 48 h. Control and shRNA transfected cells were carried out for labeling cell surface with biotin under cold conditions following the manufacturer’s guidelines (Pierce Cell Surface Protein Isolation Kit, Thermo Scientific #89881). The biotin-labeled proteins were eluted and analyzed by western blot.

### RNA-Seq

RNA Seq was performed for LNCaP C4-2, LNCaP C4-2 DKD, LNCaP C4-2B, LNCaP C4-2B-ER in triplicate condition. In addition, we have carried out RNA-Seq following depletion of Pax5 by siRNA in DKD and C4-2BER cells. RNA from cells was isolated using the RNeasy Mini Kit (Qiagen, Germantown, MD) following the manufacturer’s guidelines. The quality and integrity of RNA were confirmed using the Agilent Bio-analyzer. Paired end run of RNA libraries was carried out with Illumina NextSeq 500. Sequences were next aligned to the human reference genome (hg38 version) from the UCSC genome browser. Data analysis was performed with the help of the Bioinformatics Core at UNMC. Estimation of RNA abundance was carried out with feature Counts from the Sub-read package version 1.6.3. Downstream analyses were performed with the DESEQ2 R package version 1.18.1 [25]. A Principal component analysis (PCA) was performed using https://biit.cs.ut.ee/clustvis/. Differentially expressed genes (DEGs) were identified by pairwise comparisons with the DESEQ2 package (v.1.12.3). Genes were retained as differentially expressed when the fold-change (FC was >2 or <-2). The raw data for DKD vs C4-2 RNA-Seq can be accessed from GSE202299.

STAR was used to map RNA-seq paired-end reads to the hg38 human reference genome [26]. StringTie was used to create count matrices and perform Transcript Per Million (TPM) normalization [27]. DESeq2 was used to calculate differential gene expression and perform clustering of samples from each replicate. Genes with a padj value < 0.05 and a log2 fold change > = 1 or > = -1 were considered significantly differentially-expressed. EnhancedVolcano was used to generate a volcano plot comparing RNA expression between C4-2B and C4-2BER (https://github.com/kevinblighe/EnhancedVolcano). Gene ontology analysis of differentially expressed genes was performed using the web-based EnrichR gene-list enrichment analysis too [28]l. Gene Set Enrichment Analysis (GSEA) on the differentially expressed genes was performed using Webgestalt [29]. The Canonical Pathways analyses were generated through the use of Qiagen Ingenuity Pathway Analysis [30].

### ATAC-Seq

Cells viability and cell counting were performed using an automated cell counter (Biorad). Cells were centrifuged at 500 g before proceeding with nuclei extraction. Nuclei were then isolated on an iodixanol gradient (The lysis was performed using 0.4% Igepal CA-630, 0.4% Tween 20 for 3 min) and counted after addition of trypan blue using automated cell counter (Biorad). 50,000 counted nuclei were transferred to a new tube and were centrifuged at 500×*g* before proceeding with the transposition reaction. Isolated nuclei were lysed and transposed for 30 min at 37 °C using the prokaryotic Tn5 transposase system (Nextera DNA library kit, Illumina, FC-121–1030). Transposed DNA was then purified on Diapure columns (Diagenode, C03040001). After their amplification, the libraries were size selected and purified using Agencourt AMPure XP (Beckman Coulter) and quantified using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Q32854). ATAC-Seq libraries were generated and then re-sequenced in paired-end mode 50 base pairs (PE50) on an Illumina NovaSeq 6000, running NovaSeq Control Software version 1.6.0. FastQC was used to determine the quality control of the sequenced reads. Nextera adapters were trimmed from the reads using cutadapt (https://cutadapt.readthedocs.io/en/stable/) -a CTGTCTCTTATACACATCT -A CTGTCTCTTATACACATCT -m 20 -q 20 –pair-filter=both. Trimmed reads were aligned to the human reference genome (hg38 version) using Bowtie2 -X 2000 –no-mixed –no-discordant [31]. Reads were quality filtered based on mapQ ≥ 10 using samtools [32] and duplicate reads were removed using picard (https://broadinstitute.github.io/picard/). After deduplication, biological replicates were merged and peaks were called using macs2 –nomodel –shift 100 –extsize 200. Bigwig ATAC-seq signal tracks were created from the merged mapped reads using deeptools with BPM normalization [33, 34].

### Differential promoter activity analysis

BEDTools Intersect Bed was used to find ATAC-seq peaks overlapping differential H3k27ac and H3k18ac peaks. ATAC-seq, H3K27ac ChIP-seq, and H3K18ac ChIP-seq signal was plotted across ATAC-seq peaks with differential or unchanged H3K28ac and H3K18ac ChIP-seq peaks [35]. The ATAC-seq and ChIP-seq heatmaps were generated using deeptools. To determine differential transcription factor motif activity in C4-2BER, ATAC-seq peaks overlapping increased H3K27ac and H3K18ac peaks within -2000 bp and +500 bp of promoters was used for motif analysis. BEDTools getfasta was used to acquire the fasta sequence of ATAC-seq peaks with differential H3K18ac/H3K27ac and used as input for subsequent meme-ChIP and tomtom analysis [36–38]. The human mononucleotide HOCOMOCO v11 motif collection was used for meme-ChIP and tomtom motif enrichment [39]. Finally, the total list of enriched motifs from meme-ChIP and tomtom was further filtered for transcription factors upregulated in C4-2BER with a log2 fold change >1 and a padj < 0.05. The Broad Institute Integrative Genomics Viewer was used to visualize ATAC-seq and ChIP-seq signal [40].

#### Transfac gene regulation database

The database (http://genexplain.com/transfac/) has been accessed and transcription factor selection for Pax5 promoter site was performed through MATCH tool as described [41].

### ChIP-seq and ChIP-qPCR

ChIP assay was performed with Magnify^TM^ ChIP System (Invitrogen, Life Technologies, 49-2024) according to manufacturer’s guidelines. Cells plated on 100 mm culture dish were washed twice with 1X DPS and scraped off. Cells were centrifuged at 1000 rpm for 5 min at room temperature. Cells were then fixed with 37% formaldehyde for DNA-protein crosslinking and incubated for 10 min at room temperature. The crosslinking reaction was stopped by adding 1.25 M glycine for 10 min at room temperature. The cells were next centrifuged at 200 g for 10 min ta 4°C. The pellet was further lysed for nuclear and cytoplasmic separation. The supernatant was discarded, and the pellet was lysed in hypotonic Buffer A (10 mM HEPES pH 7.8, 10 mM KCl, 2 mM MgCl2, 0.1 mM EDTA) with 0.5 M DTT and 1% each of 0.1 M PMSF, 10 µg/µl Leupeptine, 10 mg/ml Aprotinin protease inhibitors and Halt phosphatase inhibitor and incubated on ice for 17 min. After incubation, the samples were vortexed mildly, and 10% NP-40 was added with a further incubation of 4–5 min. This was further centrifuged at 1000 rpm for 5 min at 4 °C. The supernatant containing the cytosolic contents was discarded and the nuclear pellet was further processed to yield quality DNA as per the manufacturer’s guidelines. 2–10 ng of purified DNA was sent for sequencing. Sequencing was performed on an Illumina Novaseq 6000, running NovaSeq Control Software 1.6.0. Quality control of sequencing reads was performed using FastQC. Reads were aligned to the reference genome (GRCh38/hg38) obtained from the UCSC genome browser using bowtie2 version 2.3.4.1 [31]. Samples were filtered for regions blacklisted by the ENCODE project [42]. Reads were quality filtered based on mapQ ≥ 10, and duplicate reads were removed using picard (https://broadinstitute.github.io/picard/). After deduplication, biological replicates were merged and peaks were called using macs2 [43]. Differential ChIP-seq peaks were determined using manorm [44]. Bigwig ChIP-seq signal tracks were created from the merged mapped reads using deeptools with BPM normalization [33]

For ChIP-qPCR analysis, we have developed the primers by analyzing the ChIP-Seq peaks of PBX1 [45] or Pax5 [46] from Cistrome db.

**Table:** 

ChIP grade antibody (host)	Manufacturer
Acetyl-Histone H3 (Lys 18) (anti-Rabbit)	Cell Signaling, 13998S
Acetyl-Histone H3 (Lys 27) (anti-Rabbit)	Cell Signaling, 8173S

After isolating the ChIP DNA (as mentioned above), qPCR was carried out with the following primers. The ChIP primers sequences are mentioned as follows.

**Table:** 

ChIP grade antibody (host)	Manufacturer
Pbx1 (Rabbit)	Thermo fisher Scientific, #PA5-17223
5hmC (Rabbit)	Active Motif, #39069
Pax5 [EPR3730(2)] (anti-Rabbit)	Abcam, ab109443

**Table:** 

Pbx1_ChIP_Region	Forward	Reverse
Primer 1	GCGAAATCTGCTCAGTGGATA	CCTAGGGGGAAGAGCCTAGA
Primer 2	CAACAACAAAACACCAACA	CCTAGGGGGAAGAGCCTA
5hmC ChIP_promoter CpG	ATAGAAGGTGCGGCTGGAA	CTACGGGAAGGGGCAGAC

**Table:** 

Pax5_ChIP_Region	Forward	Reverse
JAG1_Primer 1	AACCATGAAATAGACTCTCGG	GTTTCTCCAACCACATACAGA
JAG1_Primer 2	AGGCACCACTGAAAATGT	CCAACCACATACAGAAAAACA
SMARCA4_Primer 1	AGAAAAATCAAGCCAGGATA	ACCTTCTCCTTTTCCCAGAA
SMARCA4_Primer 2	GGATAGAGAGGAAGGAACGG	TACTCTGGCTCATGCAGG
KIF9_Primer 1	TCCGCCGAAGTCTTTCTAGA	TGGCGGAAATGAAGTCC
KIF9_Primer 2	TCACCTTTTCATCTCAAGGC	GACTCTGAGACCCCAAAG
DPAGT1_Primer 1	CTCTCGGTGATTCTACTCTTGA	CAACCATTACTGCGGAAGG
DPAGT1_Primer 2	GGGGCAGAACATAGGTT	CTTCAGGTAACGGGCAA
GRID1_Primer 1	AGAAACCACATCCTGCATT	TATTTCTGTCTGGACATGG
GRID1_Primer 2	CATGTGATGCATCACATAAT	TCTTGTTTTATTTTCCATGG
NrCAM	GGAACTTCATGACAGAAATAAA	CTCCCTCTCAAAAAACAAAC
NFASC	ATTTGACCCCGTTACCC	ACTTTGCGGTGGATCTA
PGM5 P1 (site 1)	AAACCCAGACTGACAAGGAG	CCTCAAGATCCAGTGCCAAA
PGM5 P2 (site 1)	CACAGTACATGAGGTGGCA	ATAATGCACAGACCACACCA

### EPIC methylation array

The Infinium MethylationEPIC BeadChip assay, a genome-wide DNA methylation analysis technique has been performed with C4-2 and DKD cells. This array-based assay uses bisulfite converted DNA and Illumina® technology to quantitatively detect the CpG island methylation level throughout the genome at a resolution of single nucleotide bases.

Deamination of DNA is performed with the EZ-96 DNA Methylation Kit (Zymo Research) according to Illumina’s guidelines. Array Scan Infinium Control BeadChips have been used which are equipped with a set of internal control probes. These control probes are used for identification of test samples with different data characteristics based on threshold parameters. These controls are also evaluated as per relative intensities. are The EPIC Array analysis has been done with GenomeStudio® Software 2011.1, Methylation Module v1.9 following the Illumina Methylation Module user guidelines (Controls Dashboard).

### Statistical analysis

All the graphical illustrations and statistical tests were performed using GraphPad Prism 8 software (GraphPad software, Inc.). All data reported in graphs are expressed as mean ± standard deviation (SD), unless otherwise mentioned, and were compared using a standard two-tailed unpaired t test unless otherwise mentioned. Statistical significance of data was assessed using non-parametric Student’s *t* test, one-way ANOVA. Results with *P*-value ≤ 0.05 were considered statistically significant. All experiments were performed in 3 independent replicates.

## Results

### NE-like transformation adapts to a specific gene signature

To understand how neuroendocrine prostate cancer functionally differs from adenocarcinoma, we analyzed published RNA-seq data derived from patient tissues (GSE126078, GSE66187, SU2C [20]). We used their pre-defined classifications, which incorporate an NE-score, marker expression, and pathology to compare patients consistent with t-NEPC to that of adenocarcinoma (details in materials and methods). Next, differentially expressed genes were analyzed through Gene Set Enrichment Analysis (GSEA), which demonstrated that pathways related to secretion, synapse assembly, and neuronal signaling (Fig. S1A) are preferentially upregulated in the t-NEPC cases.

To investigate the significance of t-NEPC-specific neuronal gene signatures, we have developed various cell lines, which can replicate neuroendocrine characteristics. Earlier we showed that these cell lines express neuroendocrine markers such as synaptophysin (Syp) and chromogranin (CHGA) and lack AR expression (Fig. S1C from ref. [19]. They are referred to as C4-2BER (by continuous exposure of adenocarcinoma cell line C4-2B to enzalutamide) and DKD (depleting RB1 along with TP53 from adenocarcinoma cell line LNCaP C4-2) respectively [19]. We previously demonstrated that enzalutamide-resistant C4-2BER cells lose the expression of RB1 and TP53, which are the main factors behind the NE-like transition [19].

To understand whether the cell lines we developed feature the t-NEPC like characteristics, we have initially carried out RNA-seq (in triplicate) between C4-2B and C4-2BER. Our results suggested that 6,632 genes are significantly upregulated and 1266 were downregulated in C4-2BER as compared to C4-2B (Fig. 1A). Further studies revealed that an increase in REST-repressed neuroendocrine gene signatures (Type I genes such as CHGA, SYP, SNAP25, CHRNB2 and SRRM4) and transcriptional regulators for t-NEPC differentiation (Type II gene sets such as Sox2, NKX2.1, POU3F2, etc.) (Fig. 1B, first panel) is highly upregulated in C4-2BER as compared to its parental adenocarcinoma cell line C4-2B. These neuroendocrine specific gene-expression were comparable with t-NEPC patient gene expression data sets reported earlier [1, 18]. Similar results were also observed when we compared the RNA-seq between C4-2 (adenocarcinoma cell line) and DKD (t-NEPC) (Fig. 1B, second panel) [we have reported the RNA-seq in our earlier publication [19]]. Moreover, our derived neuroendocrine cell lines also express neuroendocrine-related markers [19] such as beta III tubulin [19] and NeuN (Fig. S1B). On the contrary, AR expression (Fig. S1C) as well as AR driven gene signature such as expression of KLK3, or Nkx3.1 decreased in C4-2BER and DKD (representing t-NEPC) cells as compared to adenocarcinoma C4-2B and C4-2 cells respectively (Fig. 1C). Further, using RT-PCR, we validated that other AR regulated genes such as KLK2 and TMPRSS2 are also down-regulated in C4-2BER, DKD and NCI-H660 (a representative de novo neuroendocrine cell line from ATCC), and some of the features of t-NEPC have high similarity with this de novo neuroendocrine cancer cell line (Fig. S1D). These results indicated that our developed cell lines have acquired NE-like features.

**Fig. 1:**
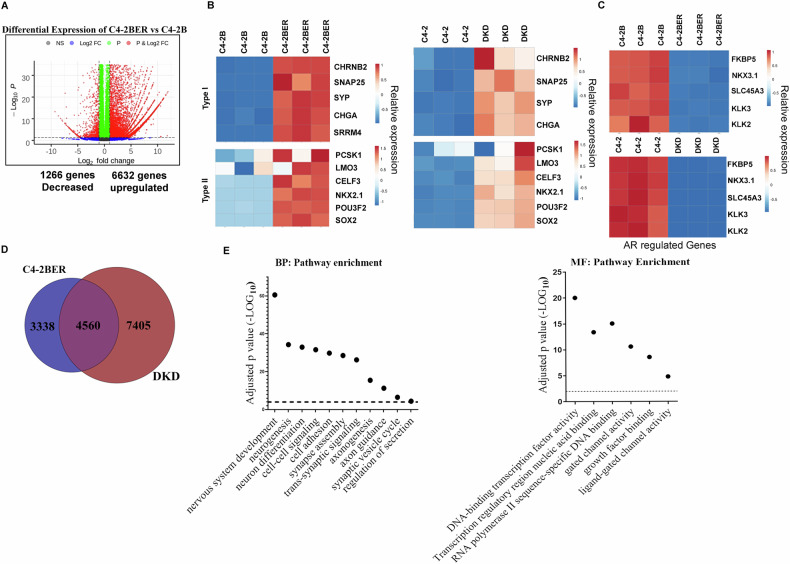
Neuroendocrine differentiation carries neuronal signature. **A** Differential RNA-expression between C4-2BER and C4-2B cells. Red indicates genes that meet a *p*-value cutoff of <0.05 and have fold change ≥2. **B** Comparative gene expression study between the adeno (C4-2B and C4-2 in triplicates) and NE-like cells (C4-2BER and DKD in triplicates), respectively. Type I gene-set represents the genes regulated by REST repressors and Type II indicates the transcriptional regulators involved in neuroendocrine pathways. Expression of RNA was analyzed following the RNA-seq in all these cell lines. **C** Comparative analysis of AR regulated genes in similar adeno and neuroendocrine cell lines. **D** Venn Diagram represents the common differentially expressed genes in two different neuroendocrine-like cell lines. **E** Using common differentially enriched gene-sets, pathway analysis was carried out with gProfiler. BP biological pathway, MF molecular pathway. Scattered plots represent the differentially enriched pathways associated with neuroendocrine transformation.

To determine whether our NE-like cell lines exhibited neuronal features comparable to those seen in t-NEPC patients (Fig. S1A), we first examined the common genes that were differentially regulated in both C4-2BER and DKD cell lines. We identified 4,560 common differentially expressed genes between C4-2B vs C4-2BER and C4-2 vs DKD respectively (Fig. 1D), which were used for pathway analysis using g-Profiler [47], as well as gene ontology (GO) over representation analysis (ORA) and IPA (Fig. 1E and S1E-H). Interestingly, pathway analysis using gene expression profile revealed that, similar to t-NEPC patients (Fig. S1A), C4-2BER and DKD show enrichment of neuronal pathways (Fig. 1E and S1E-H) related to neuronal adhesion, secretion, exocytosis, and axonal guidance. Overall, these findings indicate that our NE-like cells acquired neuronal behavior, which could be important for their AR-independent growth and survival.

Morphologically, our developed NE-like cell lines showed neurite-like protrusion while growing in 2D attachment culture [(Fig. S1C from Islam et al.) and ref. [19]]. Interestingly, these derived cell lines grow partly in attachment and partly in suspension (similar to NCI-H660 or SCLC cell lines) and these suspended cells form strong cellular aggregates (Fig. S1I). Reports suggest that during small-cell neuroendocrine transformation, cells form spherical aggregates and appear as crowded morphology [48–50]. Whether such small cell characteristics are associated with enhanced therapy-resistance, has not been studied. Earlier, we showed that, similar to neuroendocrine-like cancers, DKD and C4-2BER cells are highly resistant to taxane-based chemotherapies such as docetaxel as compared to its parental adenocarcinoma lines C4-2 and C4-2B [19]. Here we predicted that neuronal adaptation is crucial for establishing strong cellular contact, thereby displaying a crowded phenotype which is associated with taxane resistance in clinically aggressive t-NEPC. Below, we will investigate how these t-NEPC cells developed neuronal-like traits and whether any key transcriptional events are associated with such morphological features.

### Increased chromatin accessibility and histone acetylation induce transcriptional activation during NE-like transformation

Reports indicate that during NE-like transformation, adenocarcinoma cells undergo a series of chromatin modification and epigenetic alterations to enhance neuroendocrine-related gene expression [51, 52]. To understand whether our derived cell lines follow such characteristic changes in their DNA, we have carried out ATAC-Seq as well as histone ChIP-seq. Chromatin accessibility near promoter sites is an important component of transcriptional activity regulation in a cell [53]. To understand whether differential upregulation of gene expression can be explained by altered chromatin accessibility, we performed assays for transposase-accessible chromatin with sequencing (ATAC-seq) in C4-2BER and compared it with C4-2B. As ARSI resistance is the major factor driving NE-like transformation [2, 54], we investigated chromatin alteration during NE-differentiation in C4-2BER cells using high throughput sequencing and compared them to adenocarcinoma C4-2B cells. We examined ATAC-seq signal near proximal promoters (±2 kb of the transcription start sites [TSSs]) of upregulated genes defined by *p*-value < 0.05 and at least a 4-fold change in expression. Our ATAC-seq results display a marked increase in chromatin accessibility around upregulated genes’ TSSs in C4-2BER compared to C4-2B (Fig. 2A). In contrast, we see slightly decreased accessibility for downregulated genes in C4-2BER (Fig. 2B). This pattern of altered accessibility explains the potential of C4-2BER to maintain differential transcriptional activity during NE-like differentiation from adenocarcinoma. For example, increased chromatin accessibility is evident across the Hox A locus corresponding to the increased expression of Hox A genes (Figs. 2C and S2A). We detect similar accessibility changes near the TSS of genes that encode various cell adhesion genes including neuronal adhesion proteins, such as NCAM1, VCAN, CD40 which coincides with their higher expression in C4-2BER **(**Fig. S2B-C). Interestingly, earlier studies have shown that overexpression of Hox genes or NCAM1 is linked with either a NE-like transformation or the development of AR signaling inhibitor-resistant prostate cancer [11, 55–57].

**Fig. 2:**
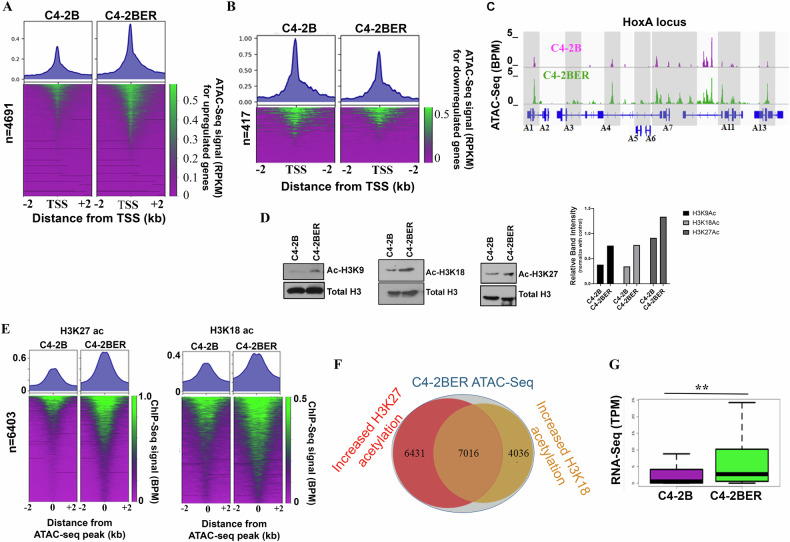
Differential chromatin accessibility in Neuroendocrine differentiation. **A** Heatmap showing comparison of ATAC-Seq signals (BPM normalized) between C4-2B and C4-2BER for differentially upregulated genes in C4-2BER. **B** Heatmap showing comparison of ATAC-Seq signals (BPM normalized) between C4-2B and C4-2BER for differentially downregulated genes in C4-2BER. **C** IGV browser showing differential ATAC seq signals (BPM) for Hox A gene locus in C4-2B and C4-2BER. **D** Immunoblot showing histone acetylation levels of H3K9, H3K18, and H3K27 in C4-2B and C4-2BER, respectively. Quantification of the bands are shown in a bar graph. **E** Heatmap showing a comparison of ChIP-Seq signals (BPM normalized) for H3K27ac and H3K18ac in C4-2B and C4-2BER at differentially active loci. **F** Venn diagram showing overlap of differential ChIP-Seq (H3K18ac and H3K27ac) peaks that occur at C4-2BER ATAC-seq peaks. **G** RNA-seq expression levels (TPM) for genes near differentially active chromatin loci from Fig. 2F. **p-value < 0.001 wilcoxon rank-sum test.

To further explore what drives the chromatin accessibility for these t-NEPC gene signatures, we examined histone acetylation levels, which are commonly used as marks of transcriptionally active chromatin [58]. Our results indicate a global increase in acetylation of histone H3 at lysine 9, lysine 18 and lysine 27 in C4-2BER compared to its adenocarcinoma (Fig. 2D). Similarly, we detected increased H3K27Ac and H3K18Ac in DKD when compared to its parental line C4-2 (Fig. S2D). To evaluate the influence of acetylated histones on genome-wide chromatin accessibility, we performed chromatin immunoprecipitation with sequencing (ChIP-Seq) for H3K27Ac and H3K18Ac in C4-2BER and C4-2B respectively. 

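C4-2B is a castration-resistant prostate adenocarcinoma cell line, and C4-2BER is its enzalutamide-resistant, NE-like derivative, which the study keeps in 10 µM of the drug. Acetylation of histone H3 at lysine 27 (H3K27ac) or lysine 18 (H3K18ac) marks active promoters and enhancers. In ChIP-Seq, DNA fragments bound to the modified histone are pulled down with an antibody and sequenced. Each mark was profiled in 2 libraries per cell line, 8 ChIP libraries in all, beside 1 input library per cell line. The authors aligned the reads to GRCh38 with bowtie2, removed blacklisted regions, low-quality alignments and duplicates, merged the biological replicates and called peaks with macs2. The 4 resulting peak lists, 1 per mark and cell line, were analysed here. For each peak, the authors' lists give its position, the fold enrichment over the local background and the −log10 p-value and q-value. Because the replicates were merged before peak calling, each value stands for a pool of libraries and has no replicate error, and no test between the cell lines could be made. The lists hold no read counts, so the depth of each library is unknown. The height of the background that the peak caller used was estimated from the fold and p-value of narrow, weak peaks, and its median was 1.35 times as high in C4-2BER as in C4-2B for H3K27ac and 1.425 times as high for H3K18ac. The number of sites that pass a peak caller's threshold changes with the depth, so a site without a peak can still carry the mark. The fold enrichment is scaled to the background of its own list, so a ratio between lists also carries any difference in background and in pull-down efficiency. No peak lay past the end of a GRCh38 chromosome. The H3K27ac lists held 72971 peaks over 144.8 Mb in C4-2BER and 68034 peaks over 117.1 Mb in C4-2B, with a median fold enrichment of 3.31 and 3.47. The H3K18ac lists held 197948 peaks over 320.7 Mb in C4-2BER and 198451 peaks over 293.2 Mb in C4-2B, with a median fold enrichment of 2.55 and 2.74. A minimum fold enrichment of 4 changed the H3K18ac lists most among the alternatives set in advance, to 26751 peaks in C4-2BER and 28968 in C4-2B.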

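Peaks of C4-2BER and C4-2B that overlapped by any base were merged into regions, which gave 89877 regions for H3K27ac and 247646 for H3K18ac. For H3K27ac, 45431 regions had a peak in both cell lines, 26195 in C4-2BER only and 18251 in C4-2B only. For H3K18ac, the counts were 125361 regions in both, 64656 in C4-2BER only and 57629 in C4-2B only. Peaks found in 1 cell line only were weak, with a median fold enrichment of 2.52 in C4-2BER and 2.59 in C4-2B for H3K27ac, whereas shared H3K27ac regions had a median of 4.82 and 4.73. At the shared regions, the median log2 ratio of the fold enrichment in C4-2BER to that in C4-2B was −0.17 for H3K27ac (95% confidence interval −0.17 to −0.16 from order statistics) and −0.12 for H3K18ac (−0.13 to −0.12). These intervals cover the spread across regions, which are not replicates. The fold enrichment was higher in C4-2BER at 36.2% of the shared H3K27ac regions and at 32.6% of the shared H3K18ac regions. With the fold enrichment rescaled by a robust line fitted over the shared regions, as manorm does with read counts, the median log2 ratio was −0.029 for H3K27ac and −0.012 for H3K18ac. Counting regions as increased when they had a peak in C4-2BER only or a fold enrichment at least 2 times as high there, and as decreased in the mirrored case, 27396 H3K27ac regions were increased and 20372 decreased, as were 64946 and 58207 H3K18ac regions. With peaks of at least a 4-fold enrichment only, 6886 H3K27ac regions were increased and 6690 decreased, and 6603 and 8382 H3K18ac regions. With a −log10 q-value of at least 5 in place of this cut-off, the increased regions outnumbered the decreased ones in both marks, with 13572 and 7127 for H3K27ac and 22281 and 8245 for H3K18ac.

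**Figure D1:**
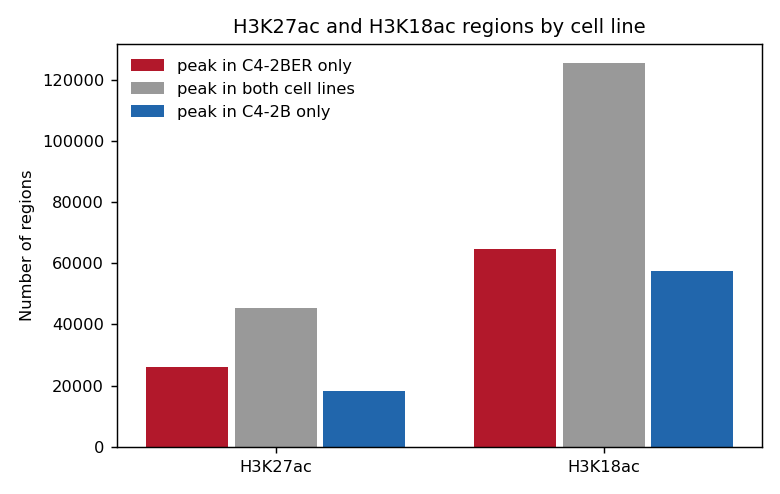
Number of regions (vertical axis) with an H3K27ac or H3K18ac peak in C4-2BER only, in both cell lines or in C4-2B only. Each bar is a count from merged replicates, so there are no error bars, and regions in both cell lines are the most numerous for each mark (45431 and 125361).

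The regions found in 1 cell line differed in base composition. The median GC content was 49.7% for H3K27ac regions in C4-2BER only and 55.6% for those in C4-2B only, and 49.0% and 54.9% for H3K18ac. When the regions were ordered by GC content and split into 10 groups of equal size, the number of C4-2BER-only regions per C4-2B-only region was 2.24 in the lowest group and 0.237 in the highest for H3K27ac, with a maximum of 3.24 in group 3. For H3K18ac it fell from 3.98 to 0.0417.

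**Figure D2:**
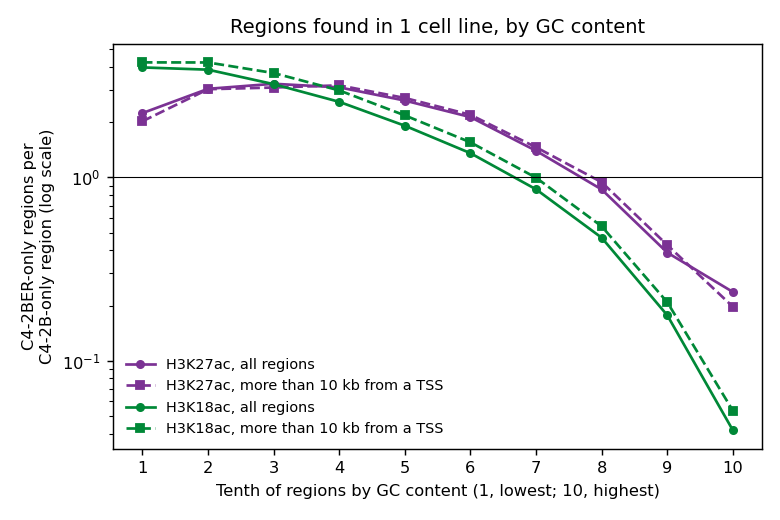
Number of C4-2BER-only regions per C4-2B-only region (log scale) in each of 10 equal groups of regions by GC content (horizontal axis, from 1, the lowest, to 10, the highest), for all regions (solid lines) and regions more than 10 kb from a TSS (dashed lines). The ratio is above 1 in groups 1 to 6 and below 1 in groups 8 to 10 for both marks.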

Consistent with activated chromatin, we found significant increases in H3K27ac and H3K18ac at C4-2BER accessible regions compared to parental C4-2B (Fig. 2E). To decipher the link between accessible chromatin sites and active histone acetylation marks, we determined the overlap of increased H3K18Ac and H3K27Ac ChIP-Seq peaks at C4-2BER ATAC-seq peaks. Indeed, we identified 7,016 accessible regions that coincide with increases in both H3K27Ac and H3K18Ac (Fig. 2F). 

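In the peak lists, 7324 H3K27ac regions were increased in C4-2BER and overlapped an increased H3K18ac region, which was 26.7% of the increased H3K27ac regions. Counted from the other mark, 7418 H3K18ac regions overlapped in this way. Of the 7324 regions, 7117 had an H3K27ac peak in C4-2BER only and 207 had one in both cell lines with a fold enrichment at least 2 times as high in C4-2BER. In the opposite direction, 4507 H3K27ac regions were decreased in C4-2BER and overlapped a decreased H3K18ac region, 22.1% of the decreased H3K27ac regions. There were thus 1.63 increased regions per decreased region. This ratio ranged, over the settings tried, from 0.954 with peaks of at least a 4-fold enrichment only (2579 increased and 2702 decreased) to 3.48 with peaks of a −log10 q-value of at least 5 only (7646 and 2200). The increased regions lay in GC-poor sequence, with 1467 in the lowest and 5 in the highest of 10 equal groups of all H3K27ac regions by GC content. Of the decreased regions, 301 were in the lowest and 818 in the highest group. These counts are of regions defined by the histone marks, whereas Fig. 2F counts ATAC-seq peaks that overlap differential peaks of both marks. The ATAC-seq peaks were not analysed here.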

Examining our RNA-seq data, we found that these accessible regions correspond to increased expression of nearby genes such as CHGA, ASCL1 (Figs. 2G and S2E). Altogether, our findings suggest that a chromatin-based activation of putative promoters can explain the gene expression signature specific to t-NEPC compared to adenocarcinoma.

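Promoters were taken as 2000 bp upstream to 500 bp downstream of each annotated TSS, the window of the paper's methods, and each gene was given the highest fold enrichment of a peak in its windows. Of 20033 protein-coding genes in GENCODE release 44, 700 had an increased and 1657 a decreased H3K27ac promoter in C4-2BER, and 384 an increased and 1051 a decreased H3K18ac promoter (404 and 831 with rescaling). For H3K27ac the split depended on the scaling. With the fold enrichment rescaled over shared regions, 774 promoters were increased and 673 decreased, and by the presence of a peak alone 564 genes had a promoter peak in C4-2BER only and 478 in C4-2B only. Both marks were increased at the promoters of 70 genes and decreased at those of 231.
The paper gave 77 genes in 11 lists, which include NE, HOXA, cell adhesion and Pax5 target genes and motif-predicted factors. Of these, 6 had an increased H3K27ac promoter, and 57.1% of 10000 random gene lists matched on promoter fold enrichment had as many. A missing peak counted as 0, so genes with a peak in 1 cell line only were matched on a low mean. The matching thus partly fixed how many increased promoters a random list held. This share therefore cannot show whether the listed genes gained the mark more or less often than other genes. The 6 genes included LMO3, TNC, HOXA3, FOXQ1 and SALL4. Of the same genes, 6 had a decreased H3K27ac promoter, which were CHRNB2, CELF3, HOXA2, PAX5, JAG1 and ETS2. For H3K18ac, HOXA5 was increased, and SRRM4, PCSK1 and MYOD1 had a promoter peak in C4-2B only. At HOXA3 the H3K27ac log2 ratio was 1.70, and −0.069 with windows of 1000 or 2000 bp on both sides of the TSS. At JAG1 and ETS2 it was −1.06 and −1.26, and −0.59 and −0.84 with rescaling, which is less than a ratio of 2. At HOXA5 the H3K18ac log2 ratio was 1.32, and 0.88 with a window of 2000 bp on both sides of the TSS. Where a listed gene had a promoter peak in both cell lines, the fold enrichment was higher in C4-2BER at 10 of 55 genes for H3K27ac and at 14 of 74 for H3K18ac, and with rescaling at 19 and 24 genes.
CHGA (ENSG00000100604.13) lies on chromosome 14 of GRCh38 from 92923150 to 92935285 on the plus strand. No H3K27ac peak overlapped its promoter windows in either cell line. The nearest was a C4-2B peak in intron 4, from 92928121 to 92929396, with a fold enrichment of 2.36. The H3K18ac promoter fold enrichment of CHGA was 2.29 in C4-2BER, above that of 26.5% of the peaks in that list, and 4.31 in C4-2B, above 87.7% of the peaks in its list. The C4-2B peak from 92927982 to 92955046 starts 4832 bp downstream of the first TSS, covers exons 5 to 8 of the canonical transcript and extends past the gene. At the canonical TSS the C4-2B H3K18ac peak from 92922825 to 92924669 had a fold enrichment of 2.50. The nearest C4-2BER peak, from 92923724 to 92924797, starts 574 bp downstream of this TSS and had 2.29. The nearest region increased in both marks was 290813 bp from the TSS of CHGA.
By the rule for naming further genes, rises and falls were ranked among genes with a promoter peak of each mark in both cell lines. The largest rises in both marks were at FSCN3 (log2 ratio of 2.85 for H3K27ac and 1.81 for H3K18ac), RNF217 (1.89 and 1.05) and CCL8 (0.93 and 0.996). Both values of CCL8 are less than a ratio of 2, so its promoter was not counted as increased. The H3K18ac ratio of FSCN3 was −0.26 with a window of 1000 bp on both sides of the TSS. The largest falls were at ZNF385B (−3.41 and −1.66), SERINC3 (−1.47 and −1.53) and AFF3 (−2.95 and −1.41). The strongest promoters with both marks in C4-2BER only were those of FSD2, RNASE2 and CENPVL3, and with both marks in C4-2B only those of KLF1, LDB3 and a gene listed as ENSG00000256349.
The paper reasons from the overlap of accessible sites with increases in both marks and from the expression of nearby genes (Fig. 2G), and it proposes that a chromatin-based activation of putative promoters can explain the expression signature of t-NEPC.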

### Pax5 expression increases following neuroendocrine trans-differentiation

Chromatin accessibility governs the ability of transcription factors to bind to their target loci, thereby controlling the transcriptional output of a cell. 

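Of the H3K27ac regions increased in both marks in C4-2BER, 767 overlapped the promoter window of a protein-coding or lncRNA gene (10.5%, 95% Wilson confidence interval 9.79% to 11.2%), and 6557 lay outside these windows. Among the regions decreased in both marks, the share at promoters was 24.3% (23.1% to 25.6%). Of all increased H3K27ac regions 14.3% were at promoters (13.9% to 14.7%), against 42.7% of the unchanged regions (42.2% to 43.2%). Of the decreased H3K27ac regions 21.3% were at promoters (20.8% to 21.9%). For H3K18ac, 7.24% of the increased regions (7.04% to 7.44%), 23.8% of the unchanged regions (23.6% to 24.1%) and 12.5% of the decreased regions (12.2% to 12.8%) were at promoters. The intervals cover counting error only. Any overlap counted, and unchanged regions all have a peak in both cell lines, where regions are wider. For H3K27ac the median width was 2033 bp in both, 642 bp in C4-2BER only and 521 bp in C4-2B only. For H3K18ac it was 1563, 519 and 462 bp. The shares were not adjusted for width, so width could account for part of the gap to unchanged regions. The windows of all annotated TSSs together cover 206 Mb. With 1 TSS per gene, the share of regions increased in both marks that lay at promoters was 2.92%, and with a window of 2000 bp on both sides of every TSS it was 14.4%.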

To explore the preferential binding of potential transcriptional regulators near the differentially exposed gene promoters in t-NEPC, we selected the 7,016 peaks (Fig. 2F) that represent highly accessible promoters (from ATAC seq signal), with active histone marks H3K27ac and H3K18ac. These peaks correspond to promoters of transcriptionally active genes with increasing expression (Fig. 2G) in C4-2BER. Using MEME-ChIP in combination with TOMTOM motif comparison tool, we identified an array of transcription factor motifs in these highly accessible promoters of differentially upregulated genes in C4-2BER (Table S1). Based on P-value significance score, we further narrowed down to the top 10 transcription factors (Table S1). Further, we examined the expression of these TFs among t-NEPC patient cohorts, which showed consistent upregulation of Pax5, ETV5, and KLF12 (Fig. S3A). While analyzing these CRPC-adenocarcinoma and t-NEPC patients’ individual expression for Pax5, ETV5 and KLF12, we further found that both ETV5 and KLF12 expression vary among adenocarcinoma and t-NEPC patients, with sometimes showing higher expression in CRPC adenocarcinoma (Fig. S3B). However, among these, Pax5 showed consistently higher expression specific to t-NEPC patients (Fig. S3B). Additionally, Pax5 showed consistently high expression between our different cell line models (Fig. 3A, B) and has been associated with neuronal gene activation [59, 60]. Using RT-PCR, we have validated that compared to ETV5 or KLF12, Pax5 is highly expressed in DKD cells (Fig. 3C). Similarly, we have checked the KLF12, Pax5 and ETV5 expression in other cell lines (Fig. 3D and S3C, D). Our results indicates that Pax5 in consistently upregulated in NE-like cell lines. This data indicates that Pax5 expression is significantly associated with the neuroendocrine transformation.

**Fig. 3:**
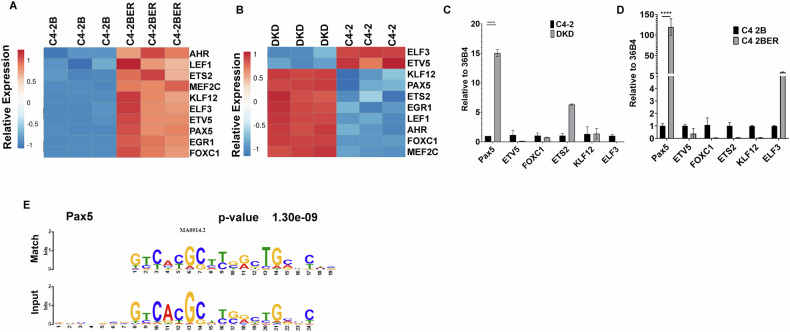
Differential transcription factor binding near newly accessible promoters. **A** Heatmap showing expression of transcription factors in A. C4-2B and C4-2BER cells (*N* = 3). **B** C4-2 and DKD cells (*N* = 3). **C**, **D** RT-PCR showing the relative gene expression of Pax5, ETV5, FOXC1, ETS2, KLF12, ELF3 in C4-2 vs DKD and C4-2B vs C4-2BER cells respectively. **E** Image showing the identified motif at differentially active loci compared to the Pax5 motif as determined by TOMTOM.

Indeed, TOMTOM motif analysis of sites with increased chromatin accessibility (from ATAC-Seq) carrying H3K18ac and H3K27ac footprints within the TSS ± 1000 bp in C4-2BER reveals a motif (*P* = 1.30e-09) similar to the Pax5 recognition motif (Fig. 3E). 

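Within 1000 bp of an annotated TSS, 14719 protein-coding genes carried both an H3K27ac and an H3K18ac peak in C4-2BER, and 14652 did in C4-2B. Of these genes, 14165 carried both marks in both cell lines, 554 in C4-2BER only and 487 in C4-2B only. Both marks were increased in C4-2BER within this window at 69 genes and decreased at 234. The accessibility of these sites by ATAC-seq and their motifs were not analysed here.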

We have tested Pax5 motif in our cell lines and found that its target genes such as TNC or DAB1, which are highly expressed in NE-like cells, have increased promoter chromatin accessibility and histone acetylation compared to adenocarcinoma cells (Figs. S3E and S3F). Together, these results suggest that increased accessibility and active chromatin marks at Pax5 binding sites near NE-specific gene promoters is associated with t-NEPC transformation.

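The sequence marked at TNC in Fig. S3E, GTGTGGGGAGCAAAGCAAAAA, matched GRCh38 at a single place, chromosome 9 from 115118418 to 115118438 on the minus strand. TNC (ENSG00000041982.17) lies on the same strand from 115019575 to 115118207, and the match sits 211 bp upstream of its nearest annotated TSS, outside any exon. An H3K27ac peak from 115117197 to 115119104 covered it in C4-2BER, with a fold enrichment of 6.29 that exceeded 75.0% of the peaks in its list, and no H3K27ac peak was called there in C4-2B. H3K18ac peaks covered it in both cell lines, with a fold enrichment of 6.38 in C4-2BER, above 96.6% of the peaks in that list, and 4.49 in C4-2B, above 88.8%.
The sequence marked at DAB1, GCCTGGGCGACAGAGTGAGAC, occurs 16022 times in GRCh38, so it does not by itself identify a site. DAB1 (ENSG00000173406.16) lies on chromosome 1 from 56994778 to 58546734 on the minus strand and has 9 distinct annotated TSSs. Of the copies in the gene, the one from 57933922 to 57933942 is described here because it alone overlapped peaks of both marks in both cell lines. It was picked after the peaks were seen. The C4-2B H3K27ac peak, from 57933929 to 57934287, covers only part of it. This copy is 49837 bp upstream of the nearest annotated TSS of DAB1, at 57884085, and upstream of the canonical transcript. The peaks there had a fold enrichment of 7.96 in C4-2BER and 2.61 in C4-2B for H3K27ac, above 80.7% and 24.2% of the peaks of their lists, and 5.45 and 2.84 for H3K18ac, above 94.2% and 57.0%. At the canonical TSS of DAB1, 57424060, an H3K27ac peak from 57421869 to 57425190 was called in C4-2BER only, with a fold enrichment of 15.9 that exceeded 95.5% of its list. The H3K18ac peaks there had a fold enrichment of 8.13 in C4-2BER and 2.82 in C4-2B. The direction was the other way at the TSS of DAB1 farthest upstream, 58546734, with an H3K27ac promoter fold enrichment of 10.3 in C4-2BER and 27.3 in C4-2B and an H3K18ac value of 5.48 and 10.7. This TSS is 4 bp from a TSS of OMA1 on the same strand, so peaks there cannot be assigned to DAB1 alone. The C4-2B values there are also the highest over all TSSs of DAB1, against 15.9 and 8.13 in C4-2BER at the canonical TSS.

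**Figure D3:**
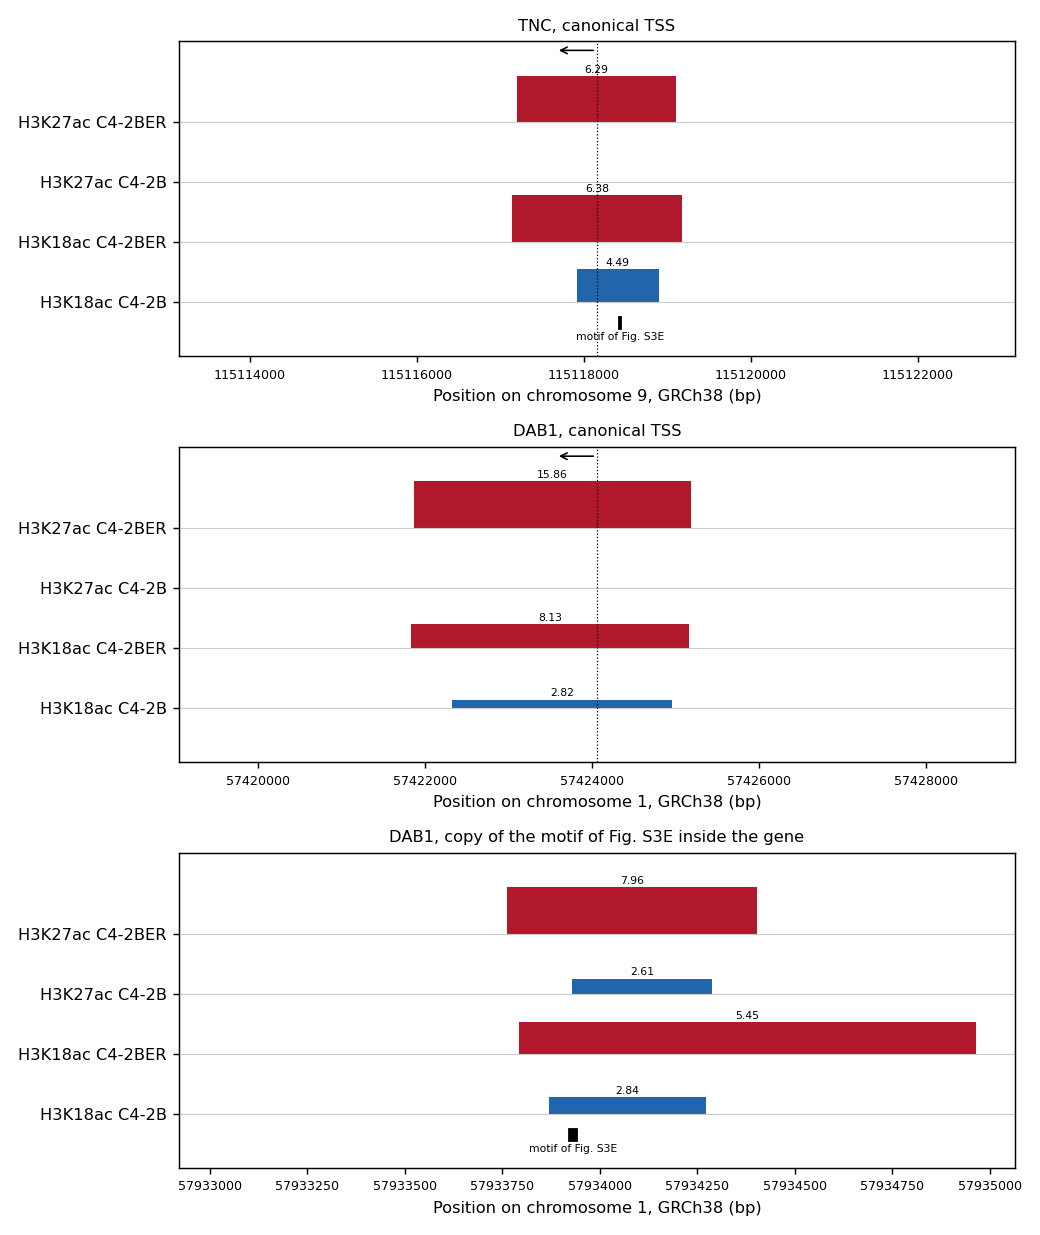
H3K27ac and H3K18ac peaks in C4-2BER (red) and C4-2B (blue) at the canonical TSS of TNC and of DAB1 and at the DAB1 copy of the motif, along GRCh38 (bp), with bar heights proportional, within each panel, to the fold enrichment written above each bar, arrows for the direction of transcription and black boxes for the motifs. No H3K27ac peak was called in C4-2B at the canonical TSS of either gene.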

To understand whether Pax5 expression is specific to t-NEPC, we have analyzed both RNA and protein expression of Pax5 in our models and compare them with CRPC adenocarcinoma cell lines. t-NEPC shares very similar characteristics and gene expression profiles with de novo neuroendocrine cancers [61, 62]. Similar to our NE-like cell lines, de novo small-cell neuroendocrine cell line NCI H660 expresses all the classical NE-like markers with no AR expression [61]. Our results show that Pax5 is preferentially expressed in DKD, C4-2BER and NCI-H660 as compared to adenocarcinoma counterpart C4-2 and C4-2B respectively (Fig. 4A, Fig. S4A). Further, Pax5 expression was not upregulated in AR-null PC3 cell line (Fig. S4A). Further, using apalutamide (another ARSI) resistant NE-like C4-2B cells (known as C4-2BAR), we validated Pax5 expression (Fig. 4B). From the above evidence, our results indicates that Pax5 expression is mainly associated with neuroendocrine-like transformation.

**Fig. 4:**
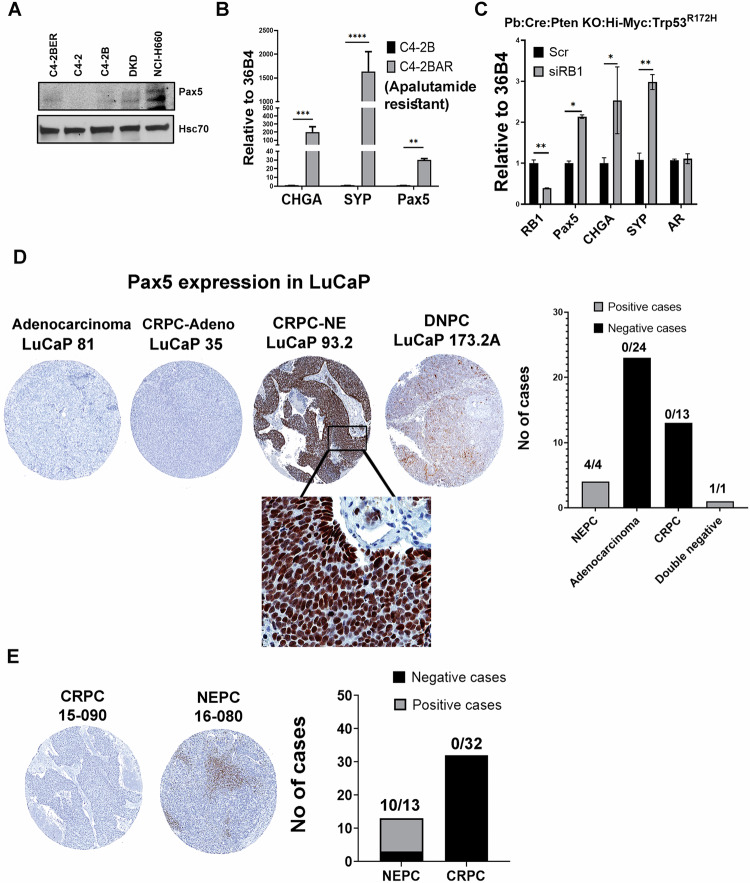
Expression of Pax5 in various cell types. **A** Immunoblot of comparative Pax5 Expression in C4-2, C4-2B, C4-2BER, DKD, and NCI-H660. HSC70 is the loading controls. Immunoblots are representative of *N* = 3 independent experiments. **B** RT-PCR showing RNA expression of Pax5 in C4-2B and C4-2BAR cells. Student’s *t* test representing statistical significance. ***P < 0.0001, **P < 0.001, and *P < 0.01. Error bars represent standard errors between N = 3 biological replicates. **C** Pax5 expression following the depletion of RB1 from the mouse cell line derived from the transgenic animal PB-Cre:High-Myc/Pten KO/Trp53^R172H^. **D** Pax5 was stained in LuCaP TMA. Representative IHC staining shows the expression of Pax5 in adenocarcinoma, CRPC and NE-like cancers. Black highlighted area showing Pax5 nuclear staining in ×40. Bar graph represents Pax5 positive and negative cases. Numbers above the bar indicate the number of Pax5 positive cases out of total number of cases. **E** Pax5 was stained in metastatic prostate TMA. Representative Pax5 expression by IHC is shown in the figure. Bar graph represents the number of Pax5 positive and negative cases. Numbers above the bar indicate the number of Pax5 positive cases out of total number of cases.

Earlier, Ku et. al. showed that mice develop metastatic prostate cancer by genetically knocking out prostate-specific Trp53 and RB1 genes [63]. Some of these metastatic loci showed neuroendocrine differentiation and often presented with low luminal keratin with high NE marker expression (Krt8-low:Syp-high:AR-low). On the other hand, adenocarcinoma had higher luminal keratin and AR expression with low expression of NE-associated genes (represented as Krt8-high:Syp-low: AR-high). They studied the overall gene expression of various metastatic foci to identify the differential genetic signature associated with the development of metastatic neuroendocrine and adenocarcinoma (GSE90891). By re-analyzing these RNA-seq expression data, we found that Pax5 expression is higher in metastatic cancer with neuroendocrine differentiation (Fig. S4B). Moreover, we observed an increase in Pax5 expression in mouse-derived cell lines (Hi-Myc/PTEN^fl/fl^/ Trp53^R172H/+^/Pb-Cre4^+^ mice) following depletion of RB1 (Fig. 4C), which is also concurrent with high NE marker expression. Therefore, these results suggest that depletion of RB1 in TP53 knockout background induces NE-like characteristics, which is associated with Pax5 expression.

Finally, we validated Pax5 expression in tissue microarrays (TMAs) derived from prostate cancer patient-derived xenografts (PDX) (LuCaP series) and from metastatic CRPC (mCRPC) tissues obtained from Prostate Cancer Biorepository Network (PCBN). The detailed characterization of these PDXs have been described elsewhere [64]. The LuCaP TMA from PDX contain 42 patient tissues (24 are from adenocarcinoma, 13 from CRPC, 4 patients are from t-NEPC and one AR null, NE null prostate cancer group often referred as double negative stage) in triplicate. We validated the nuclear expression of Pax5 (Fig. 4D), in LuCaP PDX with t-NEPC. LuCaP derived from CRPC-adenocarcinoma stained negative for Pax5 expression, whereas only t-NEPC LuCaP PDXs (LuCaP 93, LuCaP 145.1 LuCaP 145.2, and LuCaP 173.1), stained positive for Pax5 expression. These results once again indicate that, overall, Pax5 expression is associated with NE-like transformation.

Similar to LuCaP models, we also analyzed Pax5 expression in the TMA derived from the metastatic PCa patients [Prostate Cancer Biorepository Network (PCBN]. This TMA contains 70 visceral metastasis tissues from liver, lungs, lymph node and kidney as well as 51 bone metastatic cores from 45 metastatic CRPC (mCRPC) cases following rapid autopsy procedure. Of these, 13 patients showed t-NEPC transformation and the rest were classified as mCRPC adenocarcinoma. Our results indicate that 10 out of 13 t-NEPC patients stained positive for Pax5 expression (Fig. 4E). Again, Pax5 expression is not detected in metastatic CRPC (mCRPC) cases diagnosed with adenocarcinoma, but were present in those with t-NEPC, which supports that Pax5 expression is specific to the NE-like lineage differentiation of PCa.

Earlier reports indicate that Pax5 is one of the most important transcription factors for AR-independent cell growth [12], further supporting our findings. Pax5 is also expressed by infiltrating leukocytes surrounding the tumor [65]. To confirm that high Pax5 expression in tumor tissue actually originates from the epithelial cells/NE-like cancer cells, we further analyzed single-cell RNA-sequencing data published recently (GSE137829) [21]. Our analysis validated that adenocarcinoma does not usually express Pax5, and cancer epithelial cells start expressing Pax5 only during NE-like transformation (Fig. S4C**)**. Overall, our results validate that Pax5 is preferentially expressed during the AR-independent NE-like cancer progression.

### Pax5 is involved in the gene expression profile associated with neuronal pathways

To identify Pax5-related genes in NE-like cancer, we performed RNA-Seq under Pax5 depletion in C4-2BER and DKD cells. The resultant heat map indicated significantly differential genes between control and Pax5-depleted condition in both t-NEPC cell lines (Fig. 5A). GSEA pathway analysis of significant differentially regulated genes (from Fig. 5A) revealed that Pax5-regulated genes are involved in neuronal synapses and neuronal adhesion signatures in NE-like cells (Fig. 5B). Using qPCR in DKD and C4-2BER t-NEPC cell lines, we validated those various genes, such as NFASC, NrCAM, GRID1, SMARCA, etc., involved in neuronal pathways from Fig. 5B are downregulated upon depleting Pax5 expression (Fig. 5C–F). Further, to determine the occupancy of Pax5 within the promoters of these genes, we performed ChIP-qPCR, which revealed that Pax5 binds to the regulatory regions of those genes (Figs. 5G and S5A). Similar increase of gene expression has been reported in t-NEPC patients as compared to adenocarcinoma patients [1, 66]. Interestingly, ectopic expression of Pax5 alone in adenocarcinoma cells did not transduce these cells into NE-like phenotype (Figs. S5B and S5C). We reasoned that t-NEPC transformation from adenocarcinoma, under RB1/TP53 functional inactivation background, undergoes chromatin alterations to allow Pax5 binding to neuronal gene promoters. Thus, ectopic expression of Pax5 alone without any chromatin modification is not sufficient to induce NE-like transformation. Further, we depleted Pax5 from DKD cells to analyze SYP expression as a determinant of NE-like cell behavior. Our result indicates that depletion of Pax5 does not alter the SYP expression (Fig. S5D), indicating depletion of Pax5 will not revert the neuroendocrine transformation. Overall, our results suggest that transcriptional accessibility enables Pax5 to upregulate neuronal adhesion signatures in t-NEPC.

**Fig. 5:**
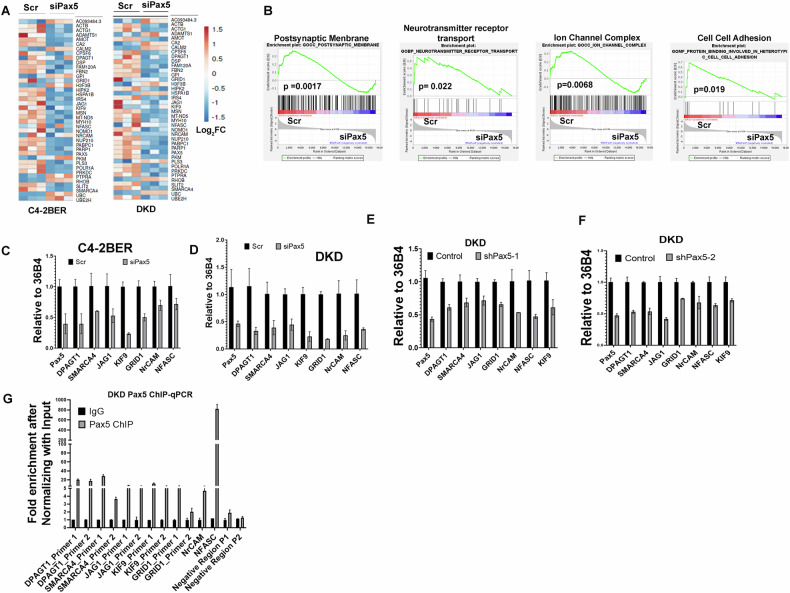
Pax5 regulates various neuronal associated pathways in NE-like cells. **A** Heatmap of Pax5-regulated gene-expression profiles for important neuronal pathways in C4-2BER and DKD upon Pax5 depletion. **B** GSEA pathway analysis using differentially regulated Pax5 genes in NE-like cells upon Pax5 depletion. **C**, **D** Validation of Pax5-regulated gene-sets in NE-like cells C4-2BER and DKD) following transient depletion of Pax5 by siRNA. Error bars represent standard errors between *N* = 3 biological replicates. **E**, **F** Validation of Pax5-regulated gene-sets in NE-like cells (DKD) following transient depletion of Pax5 by doxycycline-inducible two independent shRNAs. Error bars represent standard errors between *N* = 3 biological replicates. **G** ChIP-qPCR showing enrichment of Pax5-regulated genes over negative controls PGM5 (using two primer sets P1 and P2) and IgG.

### Depletion of Pax5 increases therapeutic efficacy of docetaxel in t-NEPC

While growing in 2D culture, NE-like cells present various neurite-like branching (Fig. S6A). These neurite-like branching are the expansion of plasma membrane, which are important for maintaining cellular communication, synaptogenesis, secretion, migration and processing cell-cell interaction networks [67–69]. During neuroendocrine differentiation, prostate cancer cells adapt neuronal characteristics and show neurite-like protrusion [67, 70, 71]. In neurons, neurite processes are involved in trans-synaptic communication (secretion of synaptic vesicles and uptake), and therefore plays a vital role in healthy neuronal activity [72]. Like synaptic communication, t-NEPC cells upregulates their secretory function for maintaining trans-cellular communication [19, 73, 74]. Earlier, we showed that by maintaining secretory function, NE-like cells communicate with each other to enhance their therapy-resistance characteristics [19]. Whether this stabilization of neurite structure is important for resisting therapeutic stress in t-NEPC, remains elusive. Our RNA-seq data also indicated that Pax5 downstream signaling is important for synaptic communication (Fig. 5B). We found that depleting Pax5 in NE-like C4-2BER cells reduced the formation of such neurite-like branching (Fig. S6A), thereby suggesting that Pax5 is involved in neurite-like morphogenic processes in t-NEPC. In neurons, several reports indicate that these neurite processes require NCAM1 (CD56) adhesion proteins to stabilize synaptic communications [75, 76].

Interestingly, NCAM1 is solely expressed in t-NEPC but not in CRPC-adenocarcinoma cells [77, 78]. Therefore, presence of NCAM1 in the cell surface of t-NEPC might be important for maintaining neurite like processes to regulate synaptic communication (either through secretion or direct interaction with other cells), which is important for t-NEPC survival. Our results showed that depletion of Pax5 disrupts surface localization of NCAM1 (Fig. 6A–E and S6B–G). However, depletion of Pax5 did not alter total expression of NCAM1 (Fig. 6C and S6F). Interestingly, the ectopic expression of Pax5 following its depletion, rescues the cell surface distribution of NCAM1 (Figs. 6A–E and S6B–E). Furthermore, our results suggest that, with reduction of surface NCAM1 localization under Pax5 depletion, the neurite like processes are also diminished in number, which are again re-established with Pax5 overexpression (Fig. 6F). Using surface biotinylation assay followed by immunoblot, we additionally validated that depletion of Pax5 decreases the cell surface localization of NCAM1 without affecting its total protein levels (Fig. 6G). Overall, our results indicated that Pax5-mediated downstream signaling might be important for maintaining neurite-like protrusion with surface-localized NCAM1.

**Fig. 6:**
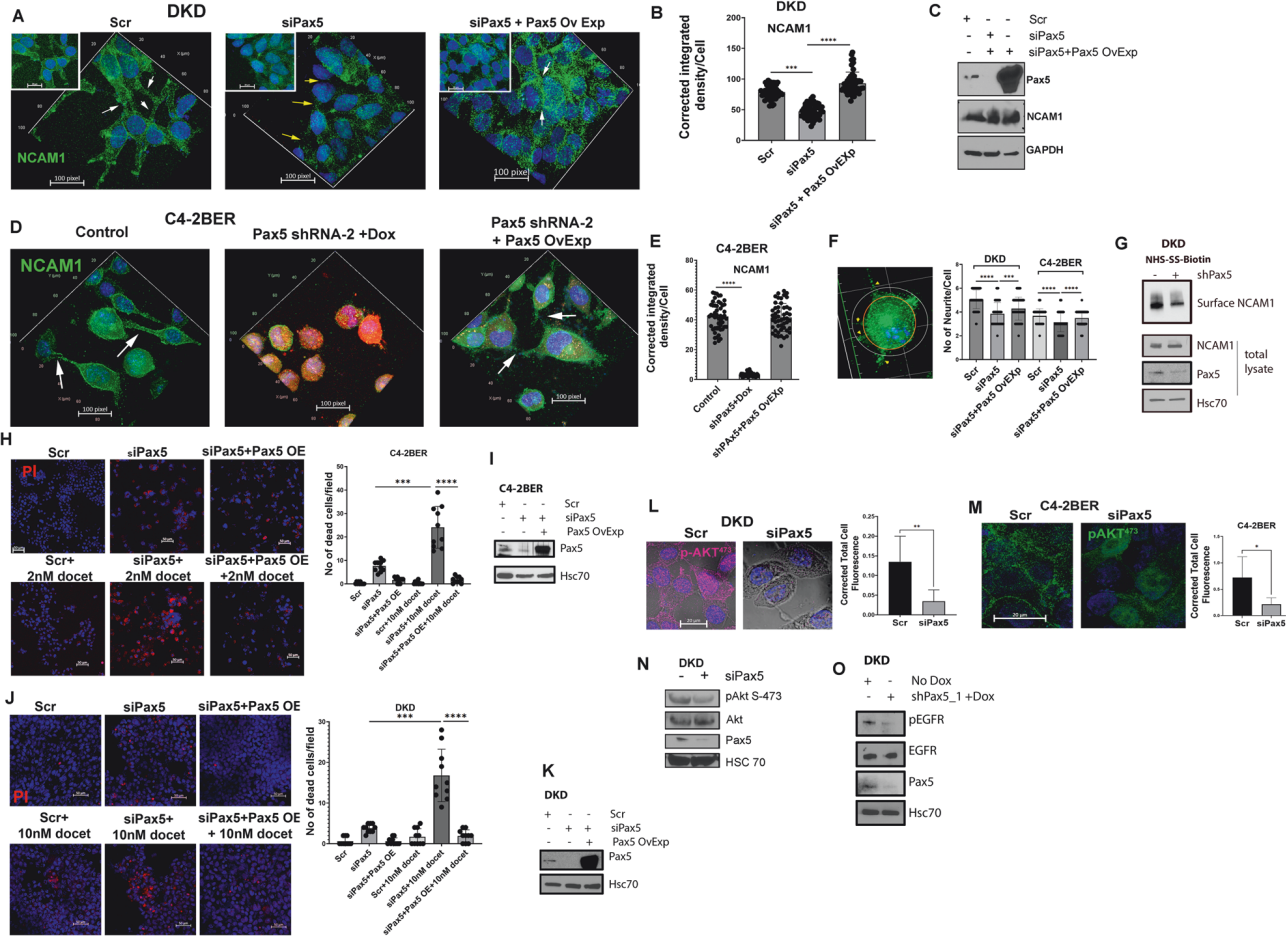
Depletion of Pax5 affects the cellular communication and increases therapeutic efficacy. **A**–**E** Immunofluorescence for surface expression of NCAM1 in DKD and C4-2BER cells following Pax5 depletion either by siRNA or by shRNA (doxycycline inducible where shRNA expression is indicated by red fluorescence) or ectopic expression of Pax5 in Pax5 knockdown cells. For C4-2BER, control was transfected with shPax5 but doxycycline was not added. Arrows indicate the NCAM1 positive neurite-like protrusion in close proximity of another cells. (White arrows showing NCAM1 positive neurite-like structure in close proximity of neighboring cells whereas yellow arrows showing loss of NCAM1 positive neurite). Inset represents the total cellular field in **A**. Image was captured in Z-stacks. 3D reconstitution was made in Zeiss Zen blue software. **A**, **D** represent the 3D reconstitution image. Super plots representing the quantification of surface localization of NCAM1 for **A** and **D** respectively. ***P < 0.0001, **P < 0.001, and *P < 0.01. Error bars represent standard errors between biological replicates of Pax5 knockdown sample. **C** Immunoblot showing Pax5 and NCAM1 expression under depletion and ectopic expression of Pax5 in DKD. DAPI represents nucleus. Scale Bar is 100pixel. **F** Super plot represents the quantitation of neurite number in C4-2BER and DKD under Pax5 depletion and Pax5 overexpression respectively. **P < 0.001 calculated through Student’s *t* test. Cell body is marked with orange circle. From orange circle any processes touches or cross the white circle was consider neurite-like structure as shown in the images. **G** Immunoblot showing NCAM1 expression in biotinylated pull-down sample under control and Pax5-depleted condition in DKD. Total protein has also been shown under control and Pax5 depletion. **H**–**K** Cell viability under chemotherapeutic stress was quantified by Propidium iodide staining in DKD and C4-2BER cells respectively under the presence and absence of Pax5. Images in **H**, **J** represent the cell death analysis. Recovery experiments was carried out by ectopically expressing Pax5 under Pax5 knockdown condition. Hoechst (blue) represent the nuclear staining. Docetaxel was added at a 5 and 10 nM concentration in C4-2BER and DKD (as per their IC50 value) respectively. ****P < 0.0001 calculated from t-Test. Error bars represent standard errors of cell death calculated from (*N* = 3) biological triplicates. Image **I** and **K** represent the knockdown and overexpression of Pax5 in DKD and C4-2BER. **L**, **M** Immunofluorescence image showing phospho-AKT S-473 surface staining (magenta for DKD and green for C4-2BER) under presence and absence of Pax5 in DKD and C4-2BER cells; bar graph showing quantification. *P* < 0.01 is * calculated from t-Test. DAPI represent the nucleus staining. **N** Immunoblot for phosphor-AKT 473 and total AKT in DKD under control and Pax5 knockdown condition. Knockdown efficiency was measured by analyzing Pax5 expression. Hsc70 represent the loading control. **O** Immunoblot represent the phospho-EGFR vs total EGFR expression under control and Pax5 knockdown condition in DKD. Hsc70 represent the loading control.

To understand whether, by regulating such neurite structure, Pax5 downstream is involved in the evasion of therapeutic stress in NE-like cells, we have performed a cell death assay by exposing these NE-like cells to the first-line chemotherapies. Earlier, we showed that these NE-like cells are highly resistant to the 1st line chemotherapy such as docetaxel [19]. Our results showed that Pax5 depletion sensitized these aggressive NE-cells towards docetaxel, however, ectopic expression of Pax5 under docetaxel treatment significantly rescued the cell death (Fig. 6H–K). This shows that Pax5 axis is associated with cell survival processes under chemotherapeutic stress.

To understand the mechanism, we found that depletion of Pax5 decreases AKT phosphorylation (Fig. 6L–N), which is an important intermediate to promote therapy-resistance [79–81]. AKT signaling is hyper-activated in neuroendocrine cancers [79, 82], and we found similar results in our cell lines, where we showed that neuroendocrine cells maintain a higher AKT activation as compared to adenocarcinoma cells (Fig. S6H). As AKT activation is mostly dependent on the growth factor receptor mediated signaling axis, therefore, we analyzed growth factors receptor localization in the surface. Here we hypothesized that by maintaining stable neurite-like protrusion, NE-like cells retain the surface localization of growth factor receptors, which can induce downstream AKT signaling. In neuroendocrine cancer, EGFR mediated signaling is highly activated, responsible for the disease’s adversity [83–85]. Therefore, to test our hypothesis, we have stained the NE-like cells with growth factor receptors such as EGFR. Our results showed that Pax5 depletion decreases the cell surface localization of tyrosine kinase receptor EGFR (Fig. S6I). Depleting Pax5 functions further diminishes the phosphorylation or activation of EGFR (Fig. 6O) without altering their total protein levels. Cell surface localization of these growth factor receptors allows them to interact with their ligands, thereby promoting downstream AKT signaling. This loss of growth factor receptors from the cell surface upon Pax5 depletion, decreases AKT phosphorylation and therefore diminishes the survival signature of t-NEPC cells. Altogether, Pax5 is crucial for maintaining neurite protrusions in conferring docetaxel resistance in t-NEPC.

### Pbx1 regulates Pax5 expression in NE-like prostate cancer

Pax5 expression is highly selective for NE-like cancer but not for prostate adenocarcinoma. This selective expression of Pax5 urges us to investigate its transcriptional regulatory mechanism. Therefore, we next investigated into the molecular events that lead to the preferential upregulation of Pax5 in NE-like cells. During NE-like differentiation, cells become independent of the AR signaling axis. Therefore, we questioned whether depletion of AR is sufficient for preferential upregulation of Pax5 in NE-like cells or whether AR depletion is essential for additional modification, to induce Pax5 expression. Our results showed that immediate (5–7 days) inhibition of AR nuclear translocation by addition of AR-antagonist, enzalutamide, or apalutamide, did not induce Pax5 expression in the NE-like cells (Fig. S7A, B). This suggests that short-term depletion of AR activity is not sufficient for Pax5 expression. 

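PAX5 (ENSG00000196092.14) lies on chromosome 9 of GRCh38 from 36833269 to 37034268 on the minus strand, and its farthest upstream TSS is at 37034268. Within 10 kb of this TSS, C4-2BER had 1 H3K27ac peak, from 37036625 to 37037755, upstream of the gene (positions −3487 to −2357 from the TSS). Its fold enrichment of 2.59 exceeded 30.7% of the peaks in its list. C4-2B had an H3K27ac peak at nearly the same place, from 37036700 to 37037879, with a fold enrichment of 3.64 (above 52.7% of its list), and another from 37034338 to 37034658 (positions −390 to −70) with 3.33 (above 47.4%). It also had H3K27ac peaks in intron 1, from 37027804 to 37028209 with a fold enrichment of 6.35 (above 72.6%) and from 37025142 to 37025653 with 2.53 (above 20.0%). No C4-2BER H3K27ac peak was called at these last 3 positions.
For H3K18ac, C4-2BER had more and narrower peaks. A peak over the TSS and exon 1, from 37034170 to 37035375, had a fold enrichment of 3.18 (above 74.9% of its list), and one further upstream, from 37036450 to 37037819, had 3.28 (above 77.1%). A single C4-2B peak from 37032871 to 37038336 spanned both places with a fold enrichment of 4.19 (above 86.9% of its list). In intron 1 the H3K18ac fold enrichment hardly differed. The C4-2BER peaks there, from 37027835 to 37028198 and from 37025038 to 37026774, had 3.20 (above 75.5%) and 2.63 (above 54.8%), and a C4-2B peak from 37024699 to 37030677 across both had 3.16 (above 71.5%). Further upstream, near 37040788, the fold enrichment was 2.33 in C4-2BER and 2.67 in C4-2B, and a peak from 37043502 to 37044486 with 2.18 was called in C4-2BER only.
The 5hmC ChIP-qPCR primers of the methods match 37034563 to 37034625, within the C4-2B peaks of both marks and the C4-2BER H3K18ac peak. Over the promoter windows of all annotated TSSs of PAX5, an H3K27ac peak was called in C4-2B only, and the H3K18ac log2 ratio was −0.39.

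**Figure D4:**
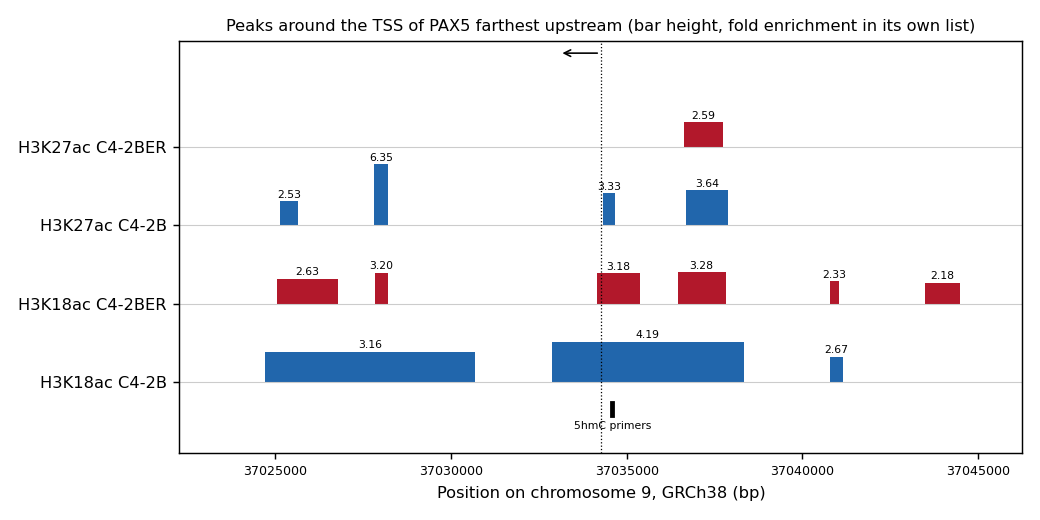
H3K27ac and H3K18ac peaks in C4-2BER (red) and C4-2B (blue) around the TSS of PAX5 farthest upstream (dotted line, arrow for the direction of transcription), along chromosome 9 (bp), with bar heights proportional to the fold enrichment written above each bar and a black box for the 5hmC primers. C4-2BER has a single H3K27ac peak, of 2.59, and C4-2B has several, up to 6.35, while both cell lines have H3K18ac peaks over the TSS and in intron 1.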

Interestingly, while studying the Pax5 promoter regions, we found enhanced histone acetylation nearby the Pax5 promoter region of NE-like cells (C4-2BER) as compared to the adenocarcinoma cell line (Fig. 7A). Additionally, our i*n vitro* ATAC-seq data validated that these loci are more accessible in NE-like cells as compared to adenocarcinoma (Fig. S7C). Overall, these data indicated that the Pax5 promoter is transcriptionally active in NE-like cells, and loss of functional AR is not an immediate driver of Pax5 expression.

**Fig. 7:**
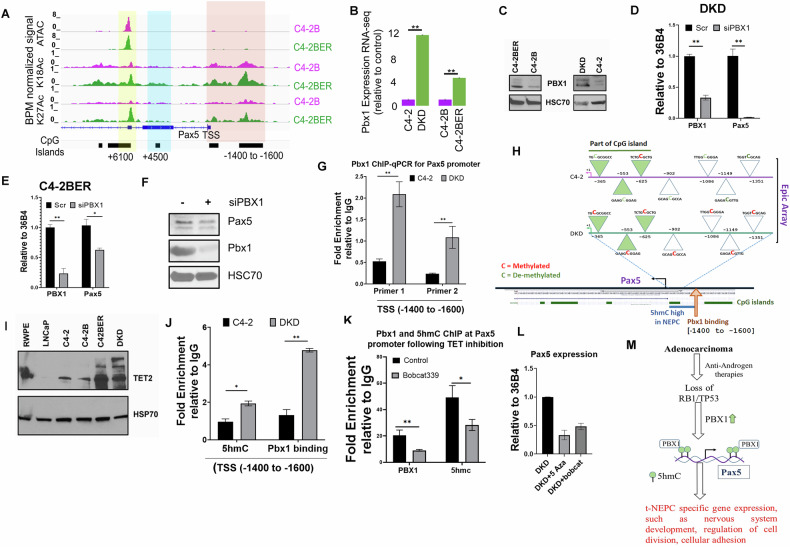
Pbx1 regulates Pax5. **A** ATAC-seq and H3K18/H3K27 acetylation ChIP-seq signal near the Pax5 promoter of C4-2B and C4-2BER cells. **B** Expression of Pbx1 in DKD vs C4-2 and in C4-2BER vs C4-2B. **p < 0.001 by Student’s *t* test. Error bars represent the standard deviation between *N* = 3 biological replicates. **C** Immunoblots for Pbx1 expression in adeno and NE-like cells. HSC70 represents the loading control. Immunoblots are representative of *N* = 3 independent experiments. **D**, **E** RT-PCR represent the Pax5 expression following the depletion of Pbx1 in the DKD and C4-2BER cells, respectively. **P < 0.001 and *P < 0.01 through Student’s *t* test. Error bars represent standard errors between *N* = 3 biological replicates. **F** Immunoblot for the Pax5 expression following Pbx1 depletion in C4-2BER cells. HSC70 is the loading control. **G** Pbx1 ChIP-qPCR was carried out using the primers designed upstream of TSS of Pax5. –ve sign represents downstream of Pax5 promoter TSS. Number represents the position near which Pax5 primers have been developed. Pbx1 binding at Pax5 promoter was compared in adeno and NE-like state. Enrichment of Pbx1 binding was calculated with respect to IgG control after normalization of inputs. **P < 0.001 and *P < 0.01 by Student’s *t* test. Error bars represent standard deviation between *N* = 3 biological replicates. **H** Schematic of Epic methylation array analysis of Pax5 gene in DKD and C4-2 cells. Green triangles represent the region that falls under the CpG island. Cytosine methylation status at the proximal promoter of both the cell lines was magnified and sequence has been shown to indicate the methylation status in each region. Red represents methylated/modified cytosine whereas green is demethylated cytosine. Pbx1 binding sight at the promoter is represented by arrow. **I** Immunoblot for TET2 expression in various prostate cancer cell lines. HSP70 functions as loading control. **J** 5hmC footprint mark was analyzed by ChIP-qPCR at Pbx1 binding site of Pax5 promoter region. Fold enrichment of 5 hmC footprint as well as Pbx1 binding was calculated with respect to IgG control after normalization of inputs. *P < 0.01 and **P < 0.001 by Student’s *t* test. Error bars represent standard deviation between biological replicates. **K** 5hmC and Pbx1 ChIP-qPCR was carried out following the treatment of DKD cells with Bobcat339 (50 μM for 18–24 h) and compared with control untreated sample. Primer 1 (Pbx1 binding site for Pax5) was used here to amplify the ChIP-enriched region. *P < 0.01 and **P < 0.001 by Student’s *t* test. Error bars represent standard deviation between *N* = 3 biological replicates. Fold enrichment of 5hmC footprint as well as Pbx1 binding was calculated with respect to IgG control after normalization of inputs. **L** RT-PCR was carried out to analyze the Pax5 gene expression following treatment of DKD cells with 5-Azacytidine (0.1 μM for 5–7 days) and Bobcat339. **M** Schematic representing the overall Pbx1/Pax5 regulation in t-NEPC maintenance.

To understand what drives Pax5 expression in NE-like cells, we analyzed the consensus TF-binding motifs at the transcriptionally active Pax5 promoter. Using the Biobase-transfac Gene regulation database and Transfac TF screening tool (Qiagen), we screened prospective transcription factor motifs within the Pax5 promoter (+500 to -2000bp) (Fig. S7D). Based on the scores of MATCH, we selected the top 10 transcription factors (Fig. S7E). After carefully comparing those top 10 TFs with t-NEPC patients’ gene expression retrieved from GEO and SU2C databases, we found that Pbx1 shows a consistently higher overexpression specifically in t-NEPC cohorts (Fig. S7F); however, other TFs such as MYB, Pax2 or HoxA3 are not exclusively overexpressed in all the patient databases as shown in Fig. S7F. Moreover, Pbx1 overexpression is consistent with upregulated Pax5 expression specific to t-NEPC (Fig. S7F). In line with the above findings in patient databases, Pbx1 is also upregulated in our NE-like cell lines (Fig. 7B, C). Indeed, the increased ATAC-seq signal in C4-2BER cells upstream of Pax5 overlaps with the Pbx1 motif (Fig. S7C), suggesting that activity of this Pbx1 binding may control Pax5 expression (Fig. S7F). Further, we investigated whether loss of function of AR is inducing the Pbx1 expression, we analyzed the Pbx1 expression in AR-null cell lines PC3. Our data indicate that PC3 has comparatively low expression of Pbx1 as compared to DKD (Fig. S7G). These results therefore indicate that there is no direct correlation of functional AR loss and Pbx1 mediated Pax5 expression.

To investigate whether Pbx1 regulates Pax5 expression, we depleted Pbx1 from NE-like PCa cells and observed a decrease in Pax5 expression (Fig. 7D-F). Using ChIP-qPCR, we tested whether Pbx1 binds at the differentially accessible promoter region of ATAC-seq peaks in the NE-like cells. Our result showed that Pbx1 occupancy is highly enriched upstream of the Pax5 TSS (within -1400 to -1600bp) (Fig. 7G). These results indicate that Pbx1 acts as a putative regulator of Pax5 gene expression in NE-like cells.

Although PBX1 expression increases significantly from adenocarcinoma towards t-NEPC transformation, we questioned to understand what favors differential recruitment of PBX1 in Pax5 promoter in NE-like cells but not in adenocarcinoma. Interestingly, the Pbx1 binding site (ATAATTACT) falls within two well-conserved CpG islands within the Pax5 promoter. To determine whether these CpG islands have any potential effect on differential chromatin accessibility (as shown in ATAC-seq peaks analysis from Fig. 7A) between the adenocarcinoma and NE-like PCa, we investigated into the Pax5 promoter methylation status. To determine whether demethylation of CpG region favors chromatin accessibility at the Pax5 promoter, we analyzed the promoter methylation status of adeno and NE-like cells by performing EPIC Methylation Array between adenocarcinoma (C4-2) and NE-like cells (DKD). Our results indicate that in NE-like cells, the Pax5 promoter is heavily methylated compared to adenocarcinoma cells (Fig. 7H and Table S2) and therefore raised the question of how a methylated Pax5 promoter becomes accessible for Pbx1 binding. Recent studies have shown that hydroxymethylation can alter the chromatin compactness to a state that favors gene expression [86, 87]. However, bi-sulfite treatment as performed in EPIC sequencing cannot distinguish between methylation and 5′-hydroxymethylation of cytosine (5hmC) [88]. Hydroxylation of 5-methyl cytosines is carried out by the Tet-family (Ten-Eleven Translocation) of enzymes [89]. We therefore analyzed the Tet expression in the patient database and found that Tet2 expression is often upregulated in NE-like PCa (Fig. S7H). We measured protein expression of Tet2 in both adeno and NE-like PCa cell lines by western blotting and found that TET2 expression is increased in NE-like cell lines compared to adenocarcinoma (Fig. 7I). To understand whether increased expression of TET2 correlates with hydroxymethylation at Pax5 promoter in NE-like PCa cells, we tested 5hmC level at Pax5 promoter by ChIP-qPCR using a 5hmC antibody. We found specific enrichment of 5hmC peaks at Pax5 promoter CpG islands in NE-like cells (Fig. S7I). One of these 5hmC regions overlaps with Pbx1 motif and falls precisely at Pax5 promoter (Fig. S7I, TSS -1400 to -1600bp). Interestingly, our results showed that the 5hmC footprint at the upstream Pbx1 binding site of Pax5 promoter is higher in NE-like cells than in adenocarcinoma (Fig. 7J). Overall, our results indicate that Pax5 promoter regions are differentially hydroxymethylated in NE-like cells, thereby, leading to chromatin relaxation and Pax5 expression. To validate that 5hmC can induce the Pbx1 binding at the promoter regions of the Pax5 promoter; we prevented hydroxymethylation by inhibiting Tet activity with a specific Tet inhibitor, Bobcat339. We observed that inhibition of TET activity reduced Pbx1 binding at the 5hmC sites of the Pax5 gene (Fig. 7K), and reduced Pax5 expression (Fig. 7L). Alternatively, depleting Tet2 levels in NE-like DKD cells showed a similar reduction of Pax5 expression (Fig. S7J). Additionally, demethylation of the Pax5 promoter region (by treating with 5-azacytidine for a week) also decreases Pax5 expression (Fig. 7L); thereby indicating that hydroxymethylation of cytosine is pivotal in recruiting Pbx1 to induce Pax5 expression. Together, our results showed that the hydroxymethylation of cytosine within Pax5 promoter favors Pbx1 binding to initiate the Pax5 expression in NE-like PCa cells.

Although, ectopic expression of Pbx1 did not induce NE-like transition or morphology to the adenocarcinoma cells (Fig. S8A, B), however, its depletion from NE-like cancer affects neurite formation similar to Pax5 deletion (Fig. S8C, D). These results suggest that, similar to Pax5, Pbx1 alone cannot induce NE-like signature but is important for maintaining the neurite projections through regulating Pax5 expression.

Overall, our results suggest that Pax5 in t-NEPC is pivotal to maintaining neurite processes with surface-localized NCAM1, thereby activating downstream survival signals. Perturbation of such Pax5-mediated functions renders the NE-like cells more sensitive to docetaxel chemotherapies (Fig. 7M).

## Discussion

The use of new-generation anti-AR therapies may enhance the overall survival of CRPC cases; however, the resistant clones are highly aggressive and present in various clonal forms. Among these resistant populations, nearly 20% showed NE-like transformation with a distinct genetic signature compared to the adenocarcinoma sub-type [17]. NE-like cancers are highly lethal and frequently responsible for the over-spread of the cancers, which is difficult to manage. Although pathologically, these cancers are highly heterogeneous, they do follow some common genetic signatures [90, 91]. Moreover, while the origin of therapy-induced trans-differentiation is still under investigation, recent reports indicate that, genetic signature of these cancers maintains distinct similarities with de novo neuroendocrine cancers, including small-cell lung cancers [57]. This suggests that a common mechanism underlines the clinical manifestation of NE-like PCa. In this study, by comparing chromatin accessibility, epigenetic signatures, and gene expression between adeno and NE-like cancers, we have identified Pax5 as a transcription factor important during NE-like transformation.

While analyzing the nature of gene expression associated with NE-like trans-differentiation processes, our results indicated that pathways associated with neuronal differentiation, axonogenesis, neuronal communications are selectively enriched in NE-like cancers, as reported elsewhere [12, 91, 92]. Our results demonstrate that increased expression of neuronal genes in NE-like cancers is associated with increased marks of transcriptionally active chromatin, including accessibility and histone modifications. While we focus on the chromatin activity status of promoters, it is likely that altered chromatin status at enhancer regions also contribute to t-NEPC transformation, and future work using Hi-C and HiChIP to understand enhancer-promoter interactions will likely reveal new insights in t-NEPC transformation. Currently, our results indicate that many differential genes have altered promoter chromatin status at Pax5 binding sites. Pax5 expression has been validated in various NE-cohorts, including PDX models. Further studies with metastatic TMA revealed that some of the neuroendocrine patients are negative for Pax5 expression; indicating either stage-specific or clone-specific expression of Pax5 associated with NE-like trans-differentiation. Similar to CRPC, Pax5 expression has been detected in neuroendocrine lung cancer as well as N-type neuroblastoma cells and reported to be associated with aggressive nature of cancers [93, 94]. Interestingly, in neuroendocrine lung cancer, heterogeneous expression of Pax5 has been reported with the highest in the small-cell (SCLC) subtype, followed by large cell and carcinoid [93]. With the genetic similarities of SCLC and NE-like PCa [61, 62], our results suggested similar heterogeneity in patient sample and thereby warrants more in-depth investigation with a larger cohort. The absence of Pax5 in any of the adenocarcinoma tissue indicates that Pax5 expression might be specific transcriptional event in NE-subtype. However, IHC from metastatic TMA revealed that one core of LuCaP173.2A, which is represented as double negative prostate cancer (DNPC; AR negative with no expression of classical NE markers such as CHGA and SYP but express EZH2 and MYCN), also expresses a low level of Pax5. The report indicates that this LuCaP173.2 with the serial passage starts expressing NE markers like SYP; therefore, specifying that such NE-differentiation might be a disease continuum from the double negative PCa [1]. Therefore, our study warrants further investigation with a larger cohort of double negative patient tissue to justify the Pax5 expression during differentiation processes. Recently, association of Pax5 has been predicted in AR-independent growth of CRPC [12]. Moreover, another Pax group of molecules, known as Pax6, has been shown with prostate NE-like transformation [57]. Overall studies suggest the importance of Pax-group of transcriptional regulators in the development of NE-like cancers.

While studying the underlying mechanism of Pax5 expression in NE-like cancer, we observed the involvement of Pbx1 in Pax5 transcription. Our results indicate that Pbx1 is selectively overexpressed in NE-like cancers, which was further validated in patient’s gene expression data. Pbx1 expression has also been observed in xeno-transplanted neuroendocrine prostate cancer [95]. Despite these connections, the functional importance of Pbx1 has not been investigated in t-NEPC. Pbx1 has two isoforms. Although Pbx1 expression is observed in adenocarcinoma, whether isoform specific expression of Pbx1 has any role in t-NEPC needs further investigation. Our results presented here reveal the crucial importance of Pbx1 in NE-like PCa. Our ATAC-seq data shows NE-specific chromatin accessibility at the Pbx1 binding site within the Pax5 promoter, along with hydroxymethylation of cytosine in CpG islands. It has been shown that high-5hmC is an adverse predictor for biochemical recurrence of ERG-negative prostate cancers [96] and can function as a prognostic marker for PCa development [97]. Our study highlights the importance of examining 5hmC relative to gene expression in NE-like transformation. While we demonstrate 5hmC at the Pax5 promoter, future studies using genome-wide methods of measuring 5hmC will reveal the overlap between gene activation, chromatin accessibility, histone modification, and promoter 5hmC signatures in specific subtypes of NE-like trans-differentiation.

Our results indicate that Pax5 is involved in the transcription of specific neuronal gene signatures in NE-like cancers. As neuronal axis is one of the major axes for the prostate cancer growth and survival (following AR axis) [54, 98], inhibiting such axis can sensitize cancer cells to the therapy. This is especially important for NE-like cancer, which is highly dependent on the neuronal axis for its survival [99]. In these regards, the identification of Pax5 as an important regulator for neuronal axis of PCa is highly significant. Depletion of Pax5 not only decreases neurite-like protrusion but also induces cells to respond to the docetaxel therapies. This decrease in neurite projection can disrupt trans-cellular communication of NE-like cells, thereby sensitizing them to therapeutic stress [19]. In this context, our data indicates that Pax5-mediated stabilization of NCAM1 in the cell surface is significant for its docetaxel-resistance. Although, NCAM1 expression, along with SYP and CHGA are the predictive markers for neuroendocrine transformation [100], however, NCAM1 may not be a merely marker for t-NEPC, rather localization of NCAM1 can be important for studying therapy-resistance in t-NEPC. Although, how Pax5 depletion alter the surface localization of NCAM1 need to be studied in depth. Targeting NE-like PCa is challenging; therefore, identification of Pbx1/Pax5-regulated function is beneficial for the development of future therapeutic strategies.

Overall, our results illustrate the functional importance of PBX1/Pax5 transcriptional axis in maintaining the NE-trans-differentiation process. This is significant in terms of understanding the disease etiology as well as screening or detection of neuroendocrine transformation. Understanding such heterogeneity has broad implications, especially in developing selective therapeutic strategies. In summary, our study provides a new avenue for screening NE-like prostate cancer.

### Supplementary information

Supplementary figure table and legends

Check list

Raw blot

## Data Availability

RNA-seq, Chip-Seq and ATAC-seq data was deposited in GEO database with accession number GSE210848.

# Supplementary material for: Understanding the function of Pax5 in development of docetaxel-resistant neuroendocrine-like prostate cancers
**Source:** Cell Death Dis. 2024 Aug 25;15(8):617. doi: 10.1038/s41419-024-06916-y
**Supplement:** Supplementary file 1 — Supplementary figure table and legends

**Supplementary Table 1:** List of transcription factors binding sites in and around the accessible chromatin regions.

**Supplementary Table 2:** Comparative analysis of EPIC methylation array between C4-2 and DKD.

**Supplementary Figure legends:**

**Supplementary Fig. S1: AR activity in NE-like cells and Pathway analysis by GSEA, GO and IPA in t-NEPC patients and NE-cell lines:** **A.** GSEA analysis of combined differentially regulated genes between t-NEPC and Adenocarcinoma using GSE126078, GSE66187, SU2C 2019 database. **B.** Immunofluorescence images of NeuN in C4-2, C4-2B C4-2BER and DKD cells. Bar graph showing quantitation of nuclear NeuN intensities.  $P < 0.0001$  is represented as \*\*\*\* by student t-test. **C.** Western blot showing AR expression in C4-2, C4-2B, C4-2BER, DKD cell lines. **D.** RT-PCR showing expression of AR-regulated KLK2 and TMPRSS2 genes in C4-2, C4-2B, C4-2BER, DKD and NCI-H660 cell lines.  $P < 0.0001$  is represented as \*\*\*\* by student t-test. **E-G.** GO terms (Biological processes, Pfam domains, Molecular functions) enriched in C4-2BER vs C4-2B. **H.** Ingenuity Pathway Analysis (IPA) showing variety of pathways associated with differentially expressed genes in C4-2BER. **I.** Image showing crowded morphology of NE-like DKD vs adenocarcinoma LNCaP and C4-2B in 3D suspension culture. Bar graph showing quantification of cluster length of LNCaP, C4-2B and DKD suspension cellular aggregates.  $P < 0.001$  is represented as \*\*\* by student t-test.

**Supplementary Fig. S2: Chromatin accessibility correlating to gene expression in t-NEPC:** **A.** RNA-seq data showing expression of Hox A genes in C4-2B and C4-2BER. Error bars represent standard deviation between biological replicates. All differences are statistically significant, t-test  $p < .05$ . **B.** ATAC-seq signal (BPM normalized) shown for NCAM1, VCAN and CD40 genes in C4-2B and C4-2BER. **C.** RNA-seq data showing expression of cell adhesion genes in C4-2B and C4-2BER. Error bars represent standard deviation between biological replicates. All differences are statistically significant, t-test  $p < .05$ . **D.** WB showing histone acetylation levels for H3K9, H3K18 and H3K27 in C4-2 and DKD respectively. Quantification of bands are shown in bar graph. **E.** ATAC-seq signal showing accessibility for CHGA and ASCL1 genes.

**Supplementary Fig. S3: Transcription factor expression in t-NEPC patients:** **A.** Expression of top 10 transcription factors in adenocarcinoma and t-NEPC patient cohorts from GSE 126078, GSE 66187 and SU2C\_2019 respectively. **B.** Plots represent individual patient gene expression (From GSE126078) between CRPC adenocarcinoma and t-NEPC for Pax5, ETV5 and KLF12.  $P < 0.001$ ,  $P < 0.0001$  and  $P < 0.00001$  are represented as \*\*, \*\*\* and \*\*\*\* and calculated from t-Test. **C.** Plot showing Ct values of various RT-PCR normalization controls under different condition in DKD and C4-2BER. **D.** RT-PCR for ETV5 and KLF12 in C4-2BER and C4-2BAR using GAPDH as a reference gene. **E.** ATAC-Seq and ChIP-Seq Peaks comparison between adenocarcinoma and NE-like cell line C4-2BER for TNC and DAB1 genes. Sequence below indicates the Pax5 motif within those differentially accessible gene regions. **F.** Gene expression profile of TNC and DAB1 genes between C4-2B and C4-2BER RNA-Seq data.

**Supplementary Fig. S4: Validation of Pax5 expression:** Immunoblot showing Pax5 expression in A. C4-2 vs DKD, C4-2B vs C4-2BER and DKD vs PC3 (AR null adenocarcinoma cell line). B. Expression of Pax5 at primary and metastatic sites of transgenic mice developed following prostate specific knockout of Pten and RB1 (GSE90891). C. From scRNA-seq, expression of Pax5 was analyzed in various cell population within the cancer tissues of various patients. The Red circles indicate neuroendocrine patients and Blue circle indicates adenocarcinoma patients.

**Supplementary Fig. S5: Overexpression of Pax5 did not induce NE-differentiation:** A. ChIP-qPCR showing enrichment of Pax5 regulated genes NrCAM and NFASC over negative controls PGM5 (using two primer sets P1 and P2) and IgG. B. RT-PCR for analysis of CHGA, SYP and Pax5 expression in adenocarcinoma C4-2 and C4-2B following Pax5 overexpression. DKD (neuroendocrine cell line) is used as a positive control for Pax5 expression. C. Immunoblot for analysis of NE-marker SYP following the ectopic expression of Pax5 in adenocarcinoma C4-2 cells. DKD is used as a positive control for Pax5 expression. HSC70 represents the loading control for immunoblot. D. Immunoblot for analysis of NE-marker SYP following depletion of Pax5 from DKD cells. HSC70 represents the loading control for immunoblot.

**Supplementary Fig. S6: Pax5 depletion disrupts cellular interaction and improves therapy:**

A. Representative Image of neurite branching of C4-2BER cells following Pax5 knockdown. Arrows indicate the neurite branching. RT-PCR to analyze knockdown efficiency of Pax5 in C4-2BER cells following depletion of Pax5.  $P < 0.001$  is \*\* from t-Test. Error bars represent standard errors between biological replicates (N=3) of Pax5 knockdown sample. B-E. Immunofluorescence images showing NCAM1 staining (green) following the depletion of Pax5 in C4-2BER and DKD cells either by siRNA or two independent shRNAs. Arrows indicate the NCAM1 positive cellular neurite like structure. White arrow showing multiple NCAM1 positive neurites in close proximity from neighboring cells; yellow arrow showing reduced NCAM1 positive neurite. Inset represents the total cellular field. Super plots showing quantification of NCAM1 surface expression for figures B and E respectively. Pax5 nuclear staining under various condition is represented in C and D. Doxycycline induction induces tRFP (Red) expression showing in the inset of image D. Bar graph represent the quantification of staining intensity. DAPI represent the nuclear staining.  $P < 0.0001$  is \*\*\*,  $P < 0.001$  is \*\* and  $P < 0.01$  is \*. Error bars represent standard errors between biological replicates (N=3) of Pax5 knockdown sample. F. Immunoblot represents the Pax5 and

NCAM1 expression following Pax5 depletion by shRNA in a doxycycline inducible manner and ectopic Pax5 expression. GAPDH is the loading control. **G.** Figure represent the NCAM1 distribution under various control condition. Left indicate the NCAM1 expression (green) under doxycycline inducible non-silencing shRNA control (Inset represents the non-silencing shRNA expression in Red under doxycycline induction). Right image represents the NCAM1 expression (green) under Pax5 shRNA transfection condition without addition of doxycycline (without induction of Pax5 knockdown). Superplot represent the quantitation of surface NCAM1 expression under these conditions. **H** Immunoblot showing phospho-AKT S473 and total AKT expression in NE-like DKD vs adenocarcinoma C4-2 cells. HSC 70 is the loading control. **I.** Immunofluorescence images of EGFR (Green) in control and Pax5 depleted DKD cells. DAPI represents the nucleus. Scale Bar 20um. Inset images show the respective Pax5 depleted cell (red) and surface EGFR expression (Green).  $P < 0.01$  is \* calculated from t-Test. Error bars represent standard errors between (N=3) biological replicates.

**Supplementary Fig. S7: Validation of Pbx1 binding in Pax5 promoter:** **A.** Pax5 expression following 10uM apalutamide treatment in various passages (over ~40 days) of C4-2B cells (represented as C4-2BAR). Initially, the growth of the cells was very slow. After 3<sup>rd</sup> passage ~30days cells were highly proliferative. Along with Pax5, NE markers like CHGA and SYP expression were also evaluated in late passage cells. Error bars represent standard errors between N=3 biological replicates.  $P < 0.01$  is \*,  $P < 0.001$  is \*\* and  $P < 0.0001$  is \*\*\* by Student t-test. **B.** Immunoblot for nuclear expression of Pax5 expression under short-term treatment of enzalutamide (6 days) alone or in association with 5-Azacytidine. DKD cells were run as a positive control for Pax5 expression. Enzalutamide treatment was validated with expression of AR. 5-azacytidine treatment was validated by analyzing the expression of DNMT1. **C.** Representative ATAC-Seq

peak at Pax5 promoter region between C4-2B and C4-2BER cells. Pbx1 binding site was determined at the highlighted regions as indicated by arrow. **D.** Representation of prospective motif/transcription factor search using Biobase Gene regulation database (Qiagen) at Pax5 promoter region. **E.** Prospective top ten transcription factors that may have binding sites at the Pax5 promoter regions. **F.** Expression of top 10 prospective transcription factors at Pax5 promoter regions in different neuroendocrine and adenocarcinoma patient cohorts from GEO datasets (GSE126078, SU2C, Beltran 2016). Their expression is also compared with the RNA expression of Pax5 of respective cohorts. In addition, scatter plot for the GSE127098 for Pax5 and Pbx1 comparison is shown in right. **G.** Immunoblot for Pbx1 under NE-like DKD cells and AR null adenocarcinoma PC3 cells. Hsc70 represent the loading control. **H.** Comparison of TET protein expression in various patient cohort between adenocarcinoma and t-NEPC. **I.** 5hmC ChIP-qPCR was carried out using the primers at promoter CpG sites as well as with Pbx1 binding sites (using primer 1 sequence). Along with 5hmC footprint analysis, Pbx1 binding efficiency at those two sites was also compared following the Pbx1 ChIP. Enrichment of 5hmC or Pbx1 binding was calculated with respect to IgG control after normalization of inputs. Error bars represent standard deviation between N=3 biological replicates. **J.** RT-PCR showing Pax5 expression under TET2 depletion via siRNA in DKD cells. Error bars represent standard errors between N=3 biological replicates. P<0.01 is \*, P<0.001 is \*\* and P<0.0001 is \*\*\* by Student t-test.

**Supplementary Fig. S8: Pbx1 function as an upstream of Pax5 mediated processes:** **A.** RT-PCR for analysis of neuroendocrine markers such as CHGA, SYP and Sox2 in adenocarcinoma cells following Pbx1 overexpression. The expression of these markers was compared with NE-like cell line DKD. **B.** Phase contrast microscopic images of neurite formation morphology following Pbx1 overexpression in C4-2 cells and compared the morphology with DKD cells. **C.** Phase

116 contrast microscopic images of neurite structure following Pbx1 depletion from NE-like DKD  
117 cells. Plot represents the quantitation of neurite structures.  $P < 0.0001$  is \*\*\* calculated from t-Test.  
118 Experiments has been repeated three times. D. Immunoblot for the expression of NCAM1 under control  
119 and Pax5 depleted condition in DKD and C4-2BER cells. Hsc70 represent the loading control.

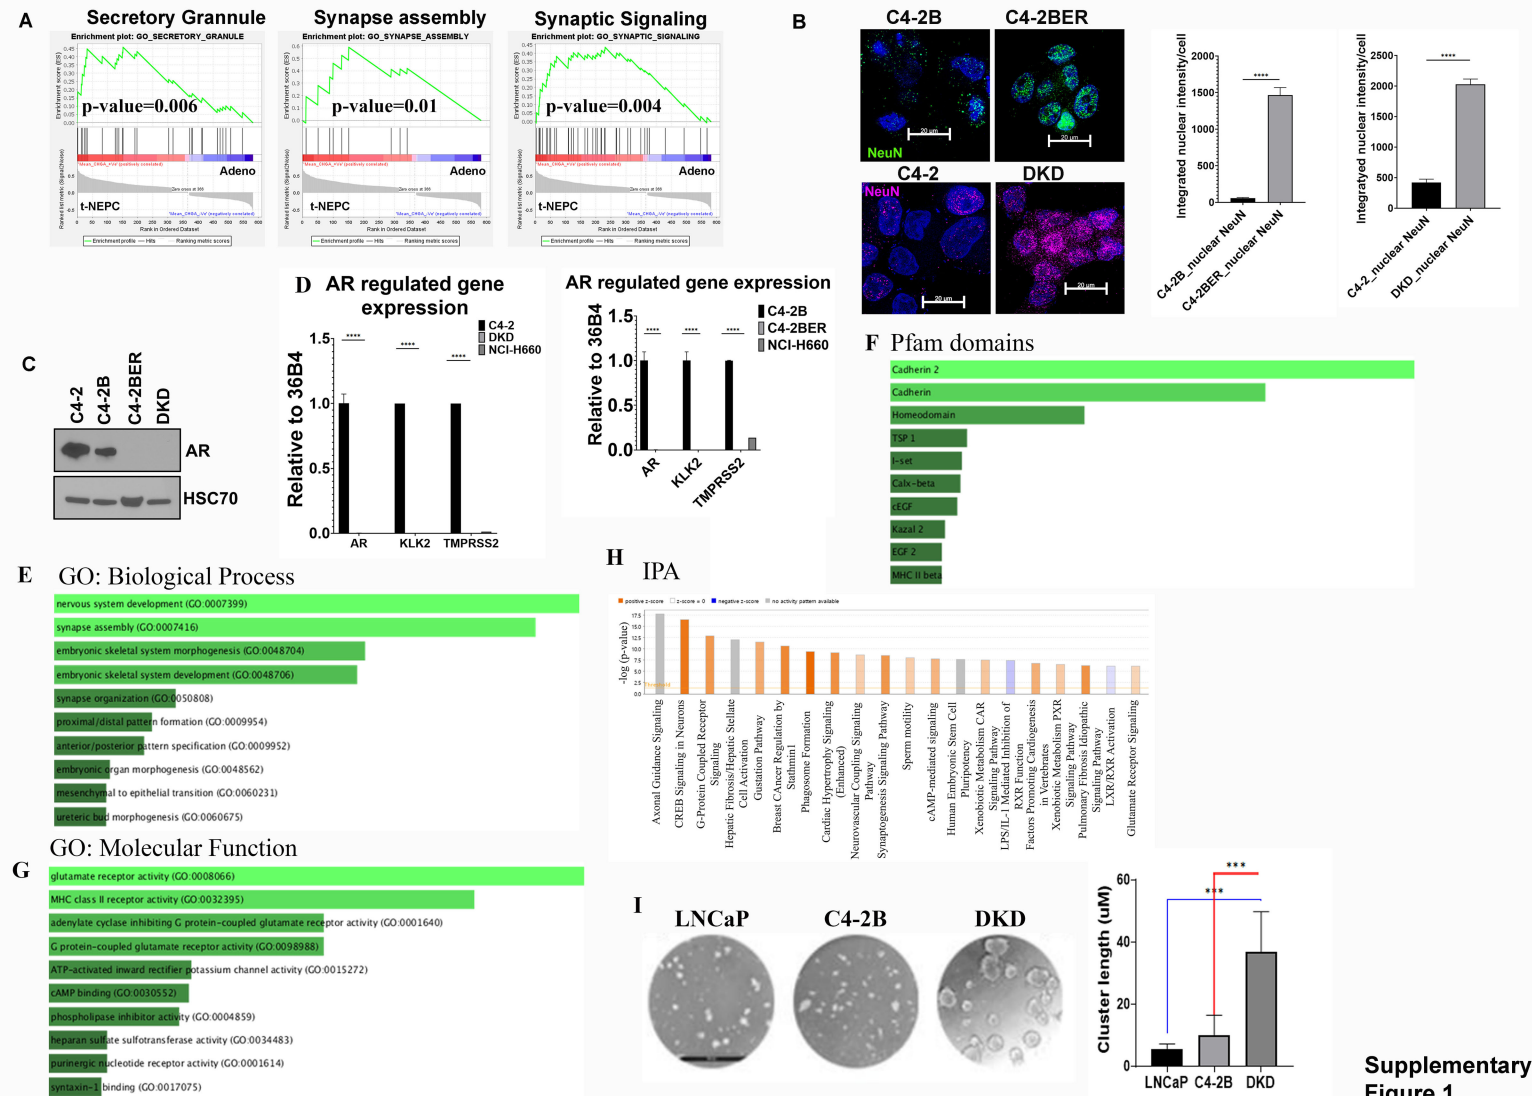

A

## Expression of HoxA genes

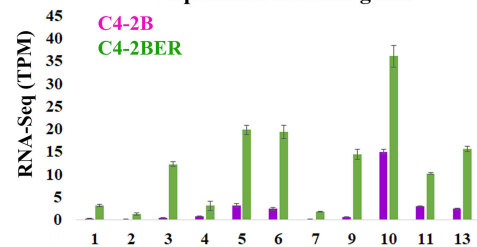

B

## Cell adhesion loci

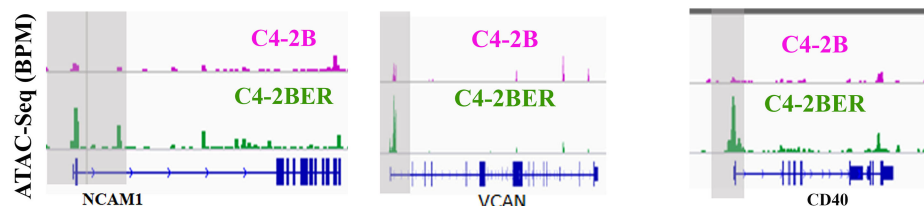

C

## Expression of cell adhesion genes

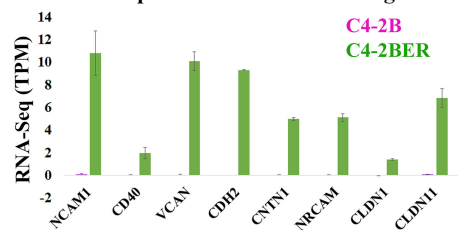

D

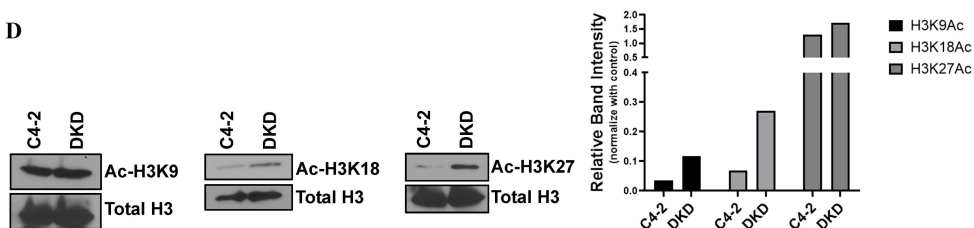

E

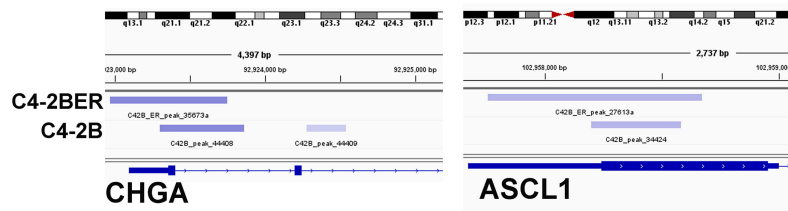

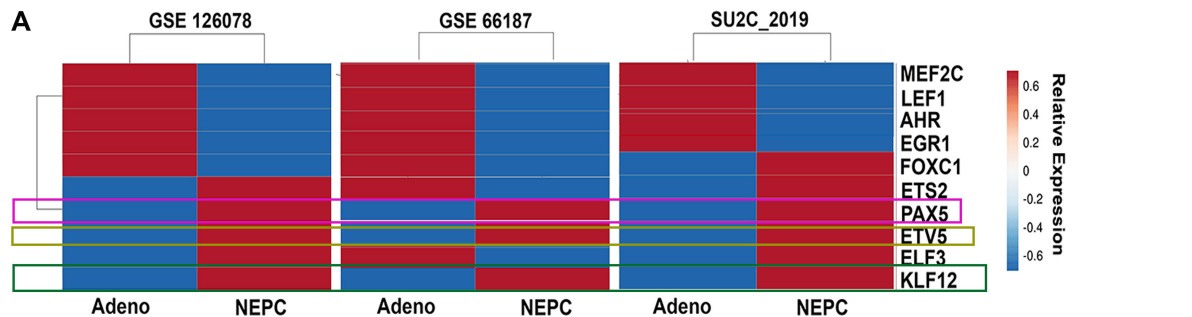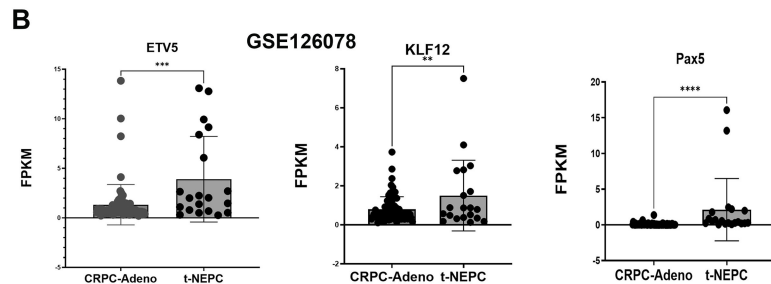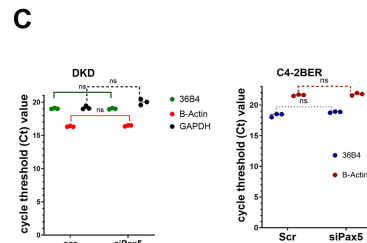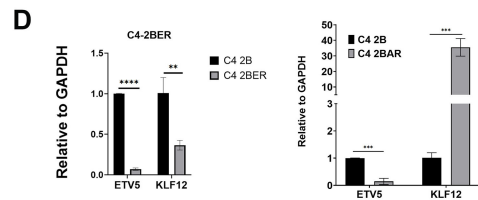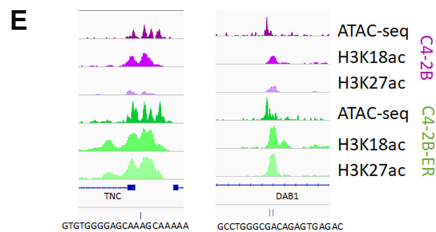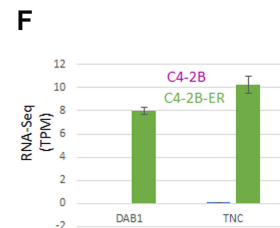

Supplementary Figure 3

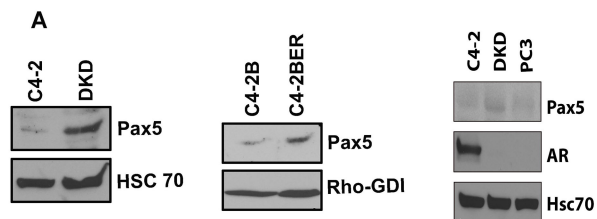

**B** Pax5 expression comparison in Pb Cre4: Pten f/f: Rb1 f/f mouse between Primary and Metastatic tumor

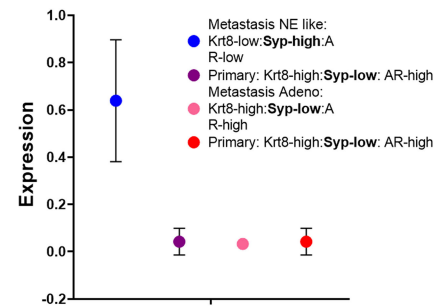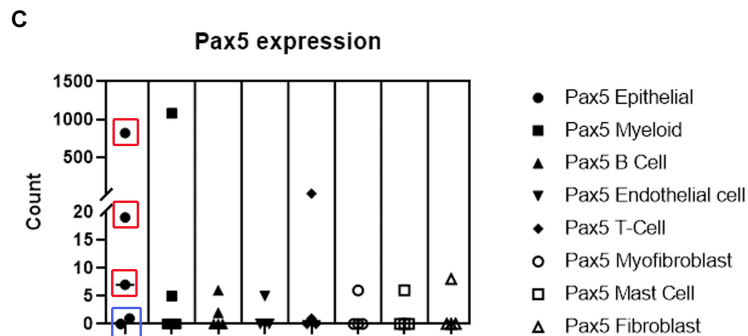

**Supplementary Figure 4**

A

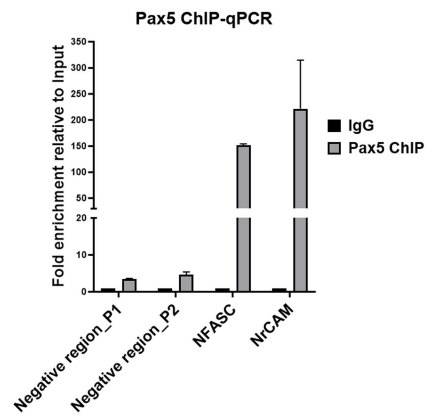

B

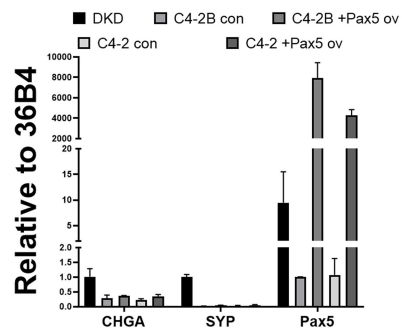

C

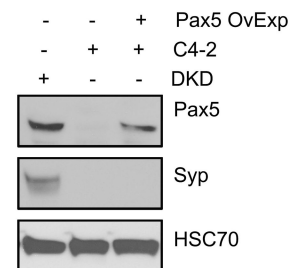

D

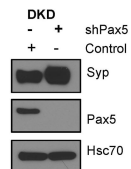

Supplementary Figure 5

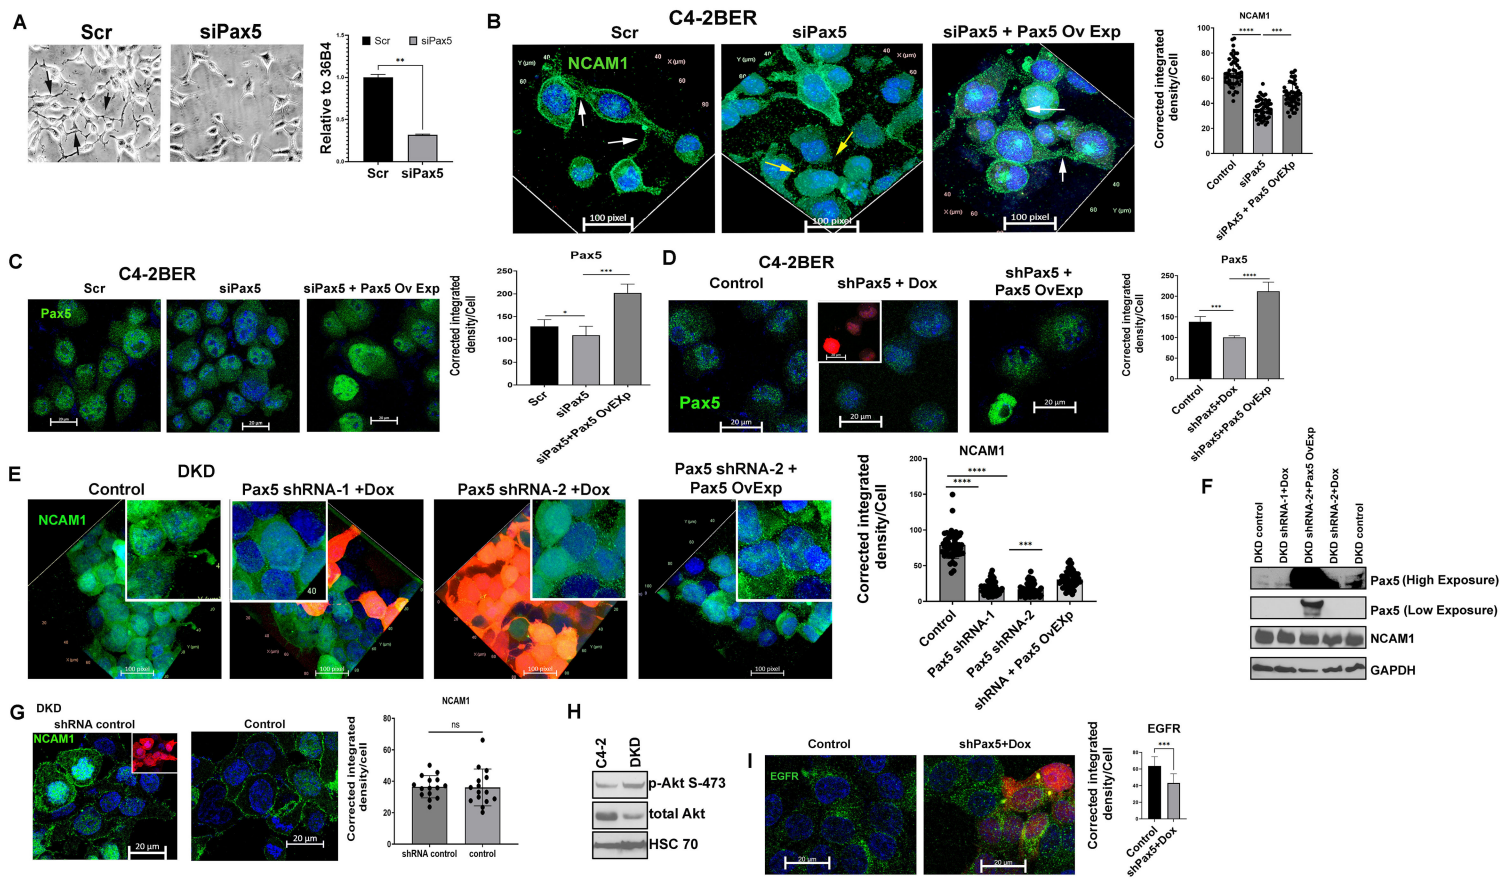

Supplementary Figure 6

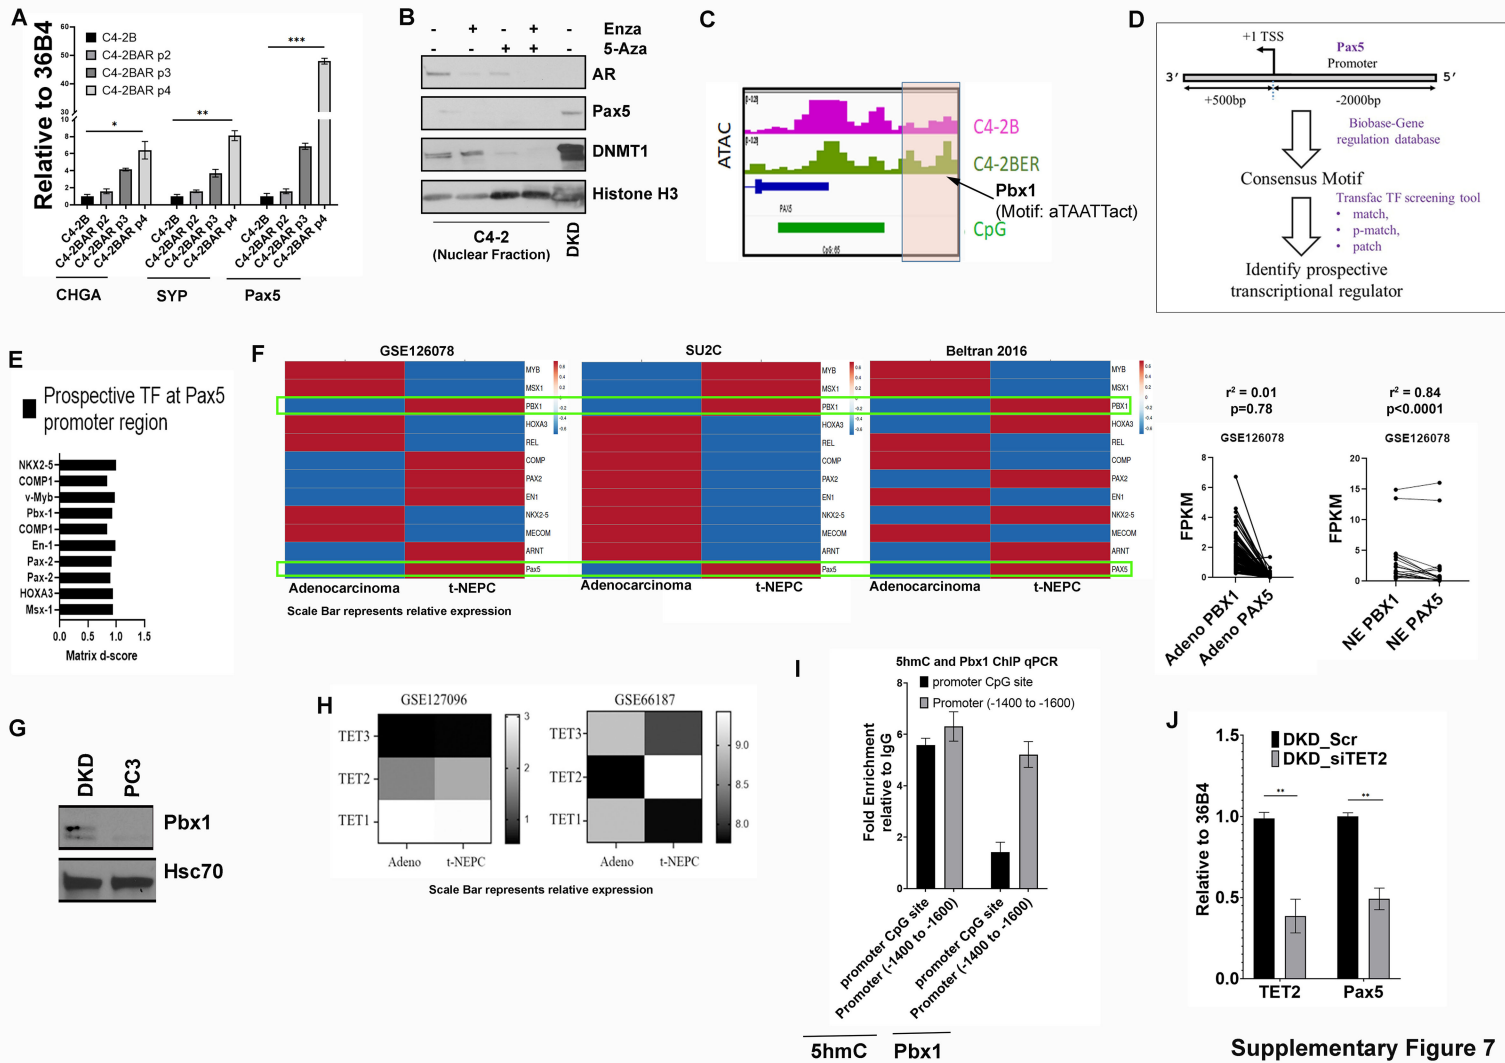

Supplementary Figure 7

A

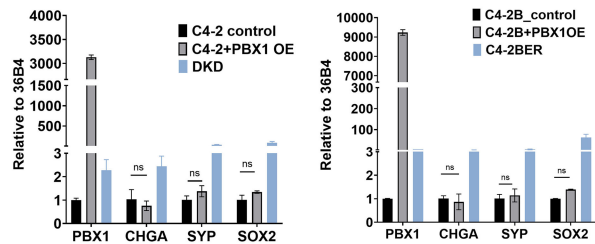

B

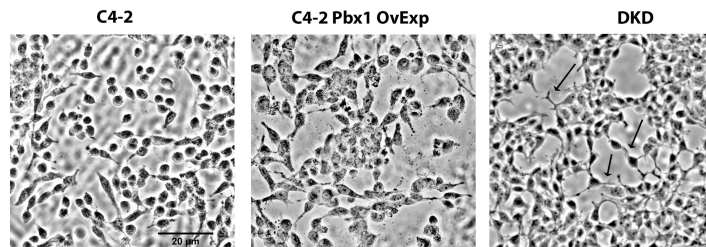

C

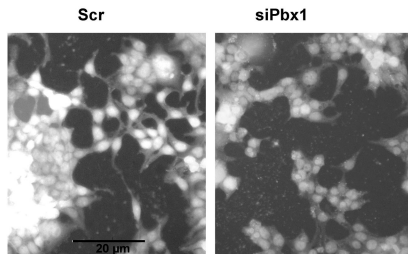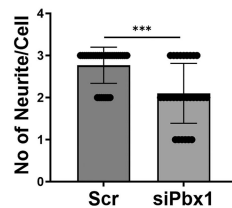

D

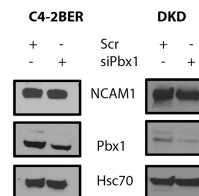

Supplementary Figure 8

**Supplementary Table S1:** Identification of transcription factor by TomTom Motif search

| gene  | log2FC      |
|-------|-------------|
| GATA4 | 9.688737883 |
| SOX5  | 8.840785039 |
| RUNX3 | 8.077416012 |
| FLI1  | 7.422757503 |
| PAX5  | 7.111410745 |
| FOXA3 | 6.990671426 |
| IRF8  | 6.56510523  |
| MEF2C | 6.504097934 |
| EGR1  | 6.465344446 |
| SOX2  | 6.318717477 |
| FOXC1 | 5.717093616 |
| ZEB1  | 4.966592771 |
| ETV5  | 4.913860326 |
| PRDM6 | 4.794385418 |
| KLF12 | 4.694616013 |
| EGR2  | 4.535970181 |
| ETS1  | 4.173344498 |
| GATA3 | 4.161226512 |
| FOXQ1 | 3.720685531 |
| ZIC1  | 3.284212781 |
| CDX2  | 3.177111837 |
| SALL4 | 3.175333226 |
| MYOD1 | 3.153441018 |
| SIX2  | 2.9462795   |
| PBX1  | 2.168289673 |
| AHR   | 2.041435187 |
| LEF1  | 1.768196667 |
| ELF3  | 1.764638408 |
| ETS2  | 1.332880981 |
| PRDM1 | 1.301894707 |
| GFI1  | 1.276975592 |

# Supplementary material for: Understanding the function of Pax5 in development of docetaxel-resistant neuroendocrine-like prostate cancers
**Source:** Cell Death Dis. 2024 Aug 25;15(8):617. doi: 10.1038/s41419-024-06916-y
**Supplement:** Supplementary file 3 — Raw blot

**Figure 2D**

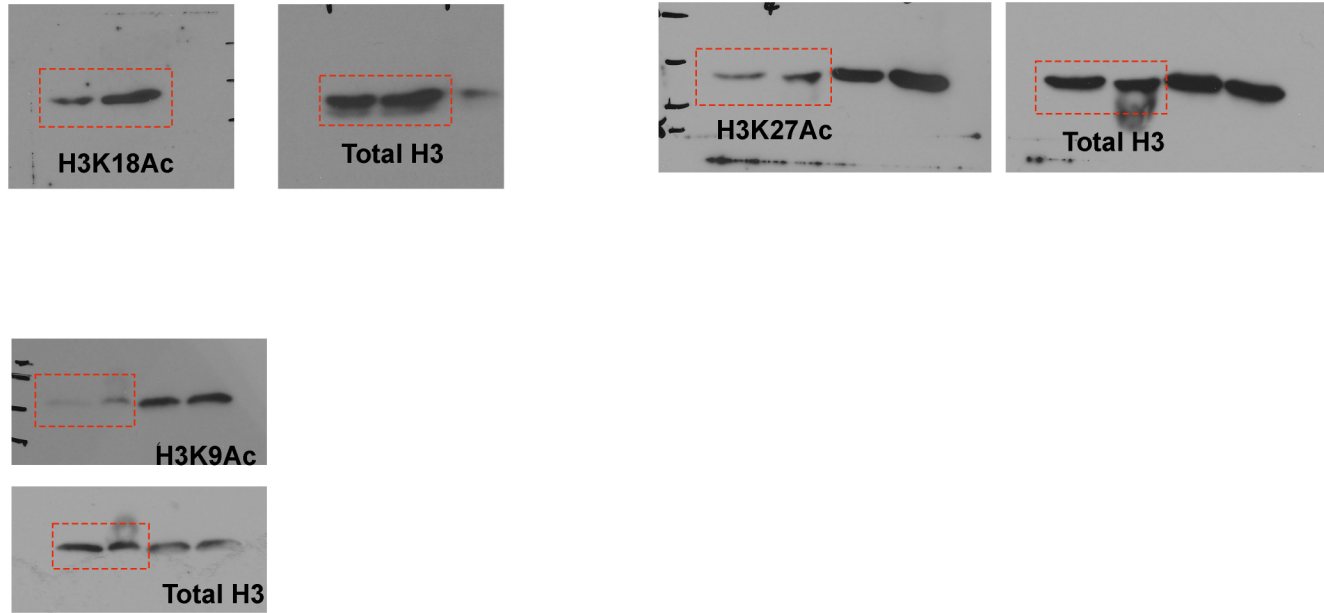

**Figure 2**

**Figure 4A**

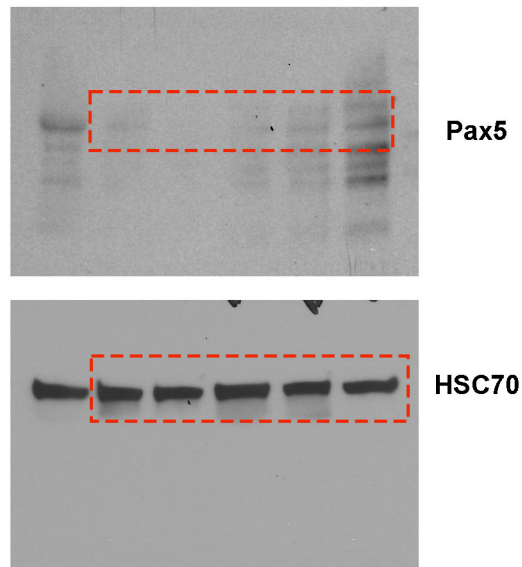

**Figure 4**

Figure 6C

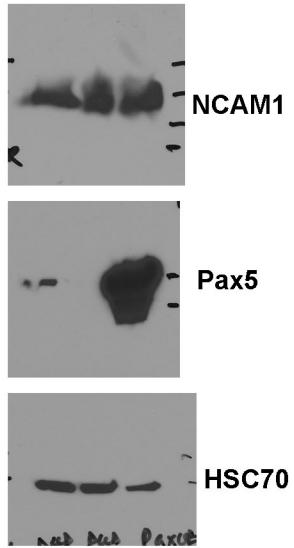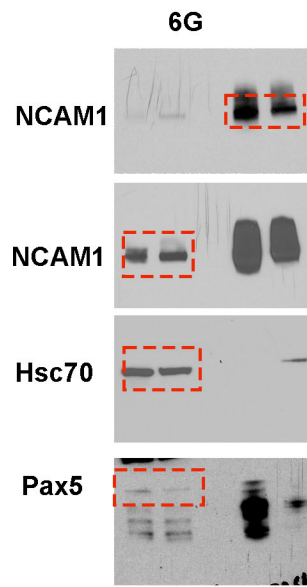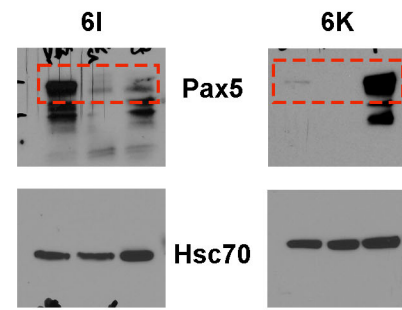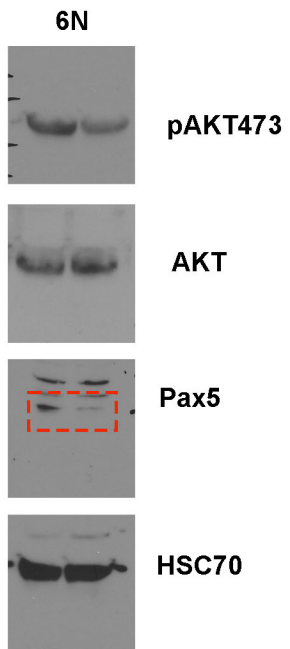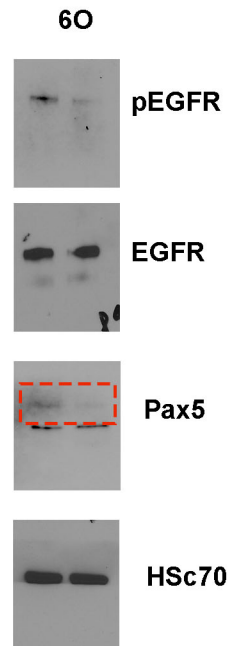

Figure 6

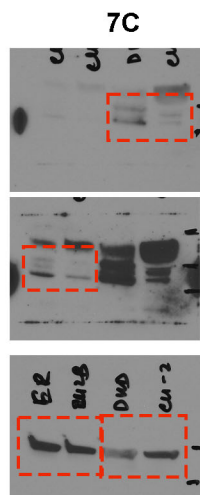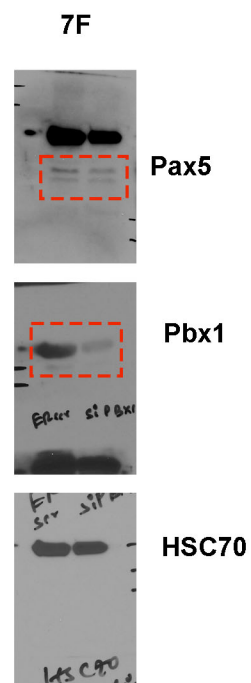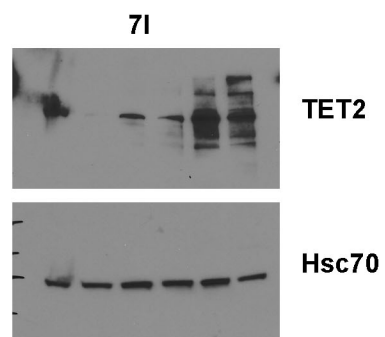

Figure 7

**Supplementary Figure 1C**

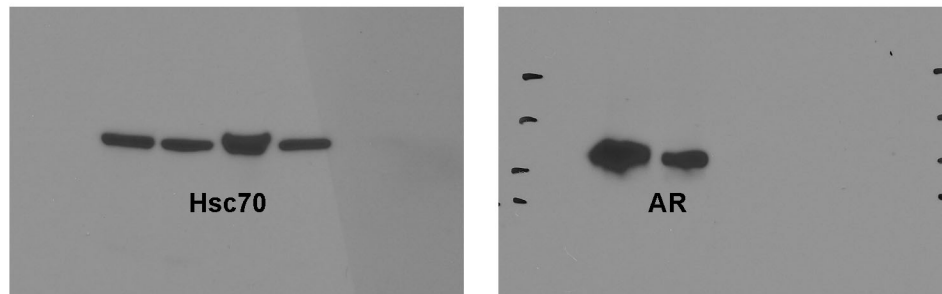

**Supplementary Figure 1**

**Supplementary Fig 2D**

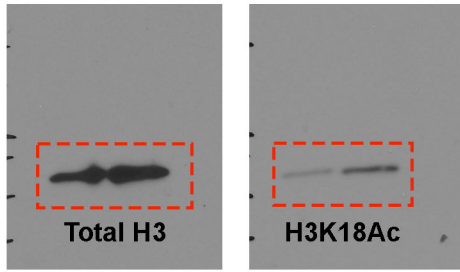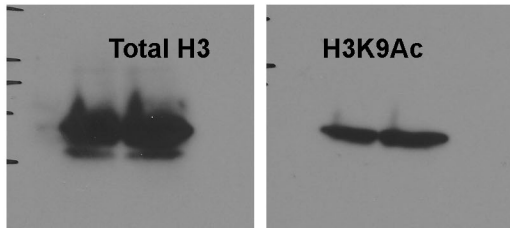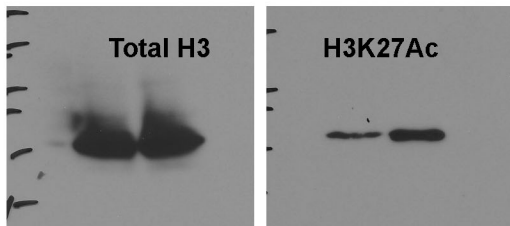

**Supplementary Figure 2**

**S4A**

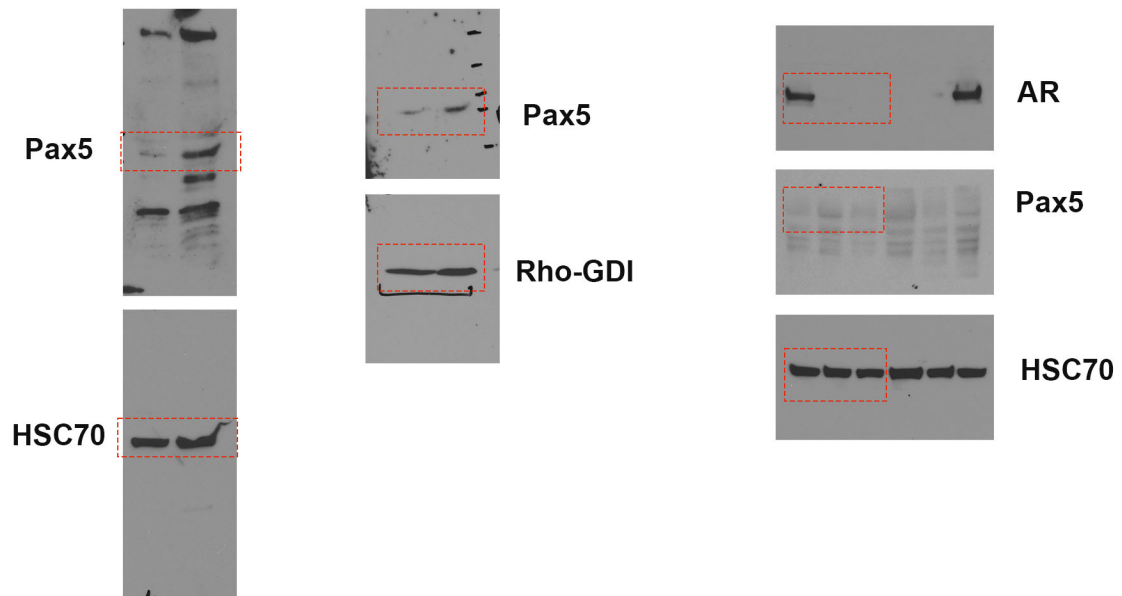

**Supplementary fig 4**

**S5C**

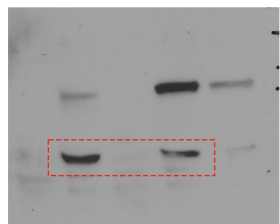

**Pax5**

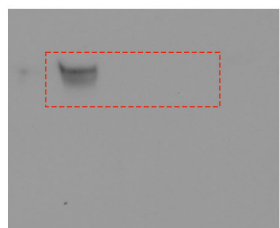

**SYP**

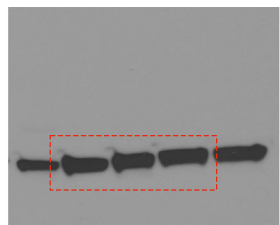

**HSC70**

**S5D**

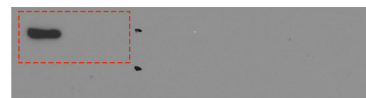

**Pax5**

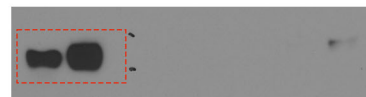

**SYP**

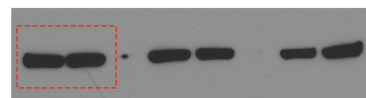

**HSC70**

Suppl Fig 6F

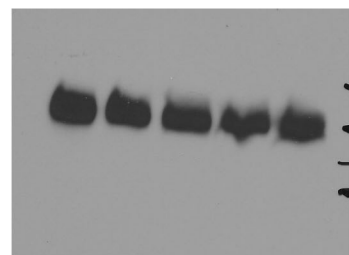

NCAM1

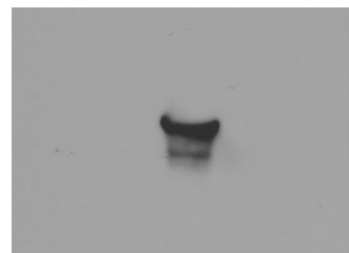

Pax5

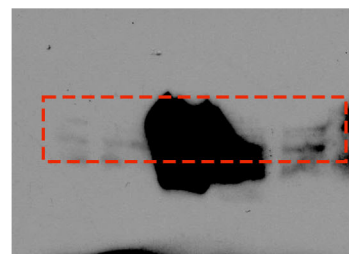

Pax5  
(darker exposure)

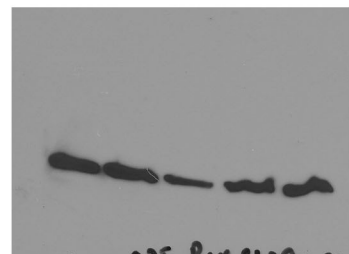

GAPDH

6H

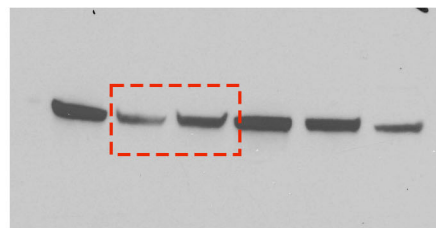

pAKT 473

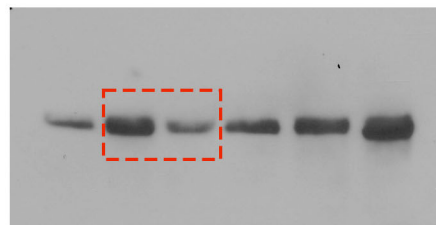

AKT

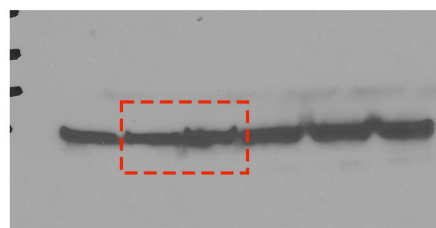

HSC70

Supplementary Figure 6

**Suppl Fig. 7B**

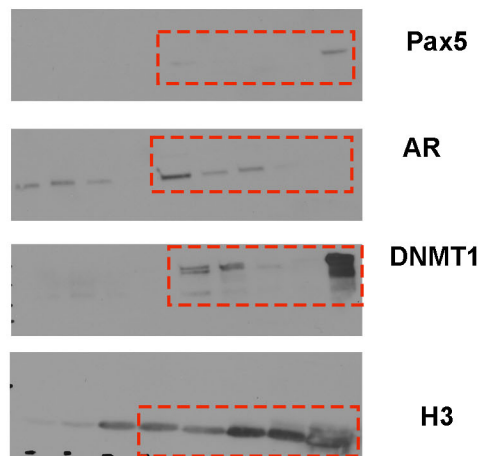

**7G**

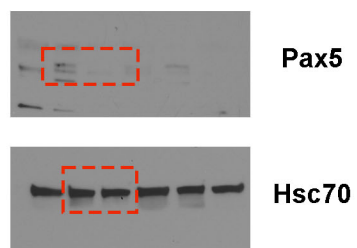

**Supplementary figure 7**

8D

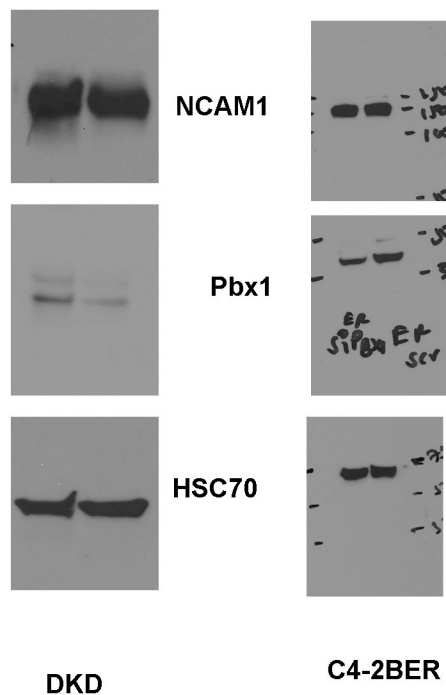

Supplementary Figure 8

How the deposited data were processed for this re-analysis (not part of the article)

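H3K27ac and H3K18ac were profiled by ChIP-Seq in C4-2B and C4-2BER cells, with 2 libraries per mark and cell line and 1 input library per cell line. The authors aligned the reads to GRCh38 with bowtie2, filtered blacklisted regions, low-quality alignments and duplicates, merged the biological replicates and called peaks with macs2. The 4 peak lists they deposited were used here, 1 per mark and cell line. In these lists the authors give each peak a fold enrichment, which is a ratio of the ChIP signal to the local background, and a −log10 p-value and q-value. The fold enrichment is the authors' own value of each peak, scaled to the background of its list and not between the cell lines, so a ratio between lists also carries differences in background. Counts by the presence of a peak and equal numbers of the highest-fold peaks are therefore given beside such ratios. The ATAC-seq, RNA-seq, methylation and read-level data of the study were not analysed here, and the differential peaks of the paper, made with manorm from reads, were not used here.

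Because the replicates were merged before peak calling, each list is 1 value per region with no replicate error. All comparisons between the cell lines are therefore descriptions of these pooled libraries, without a test. The lists hold no read counts, so the depth of the libraries is unknown. The background of the peak caller was estimated from the fold enrichment and p-value of peaks narrower than 320 bp with a −log10 p-value below 6, with a pseudocount of 1. Intervals given for shares are 95% Wilson intervals and those for medians are 95% order-statistic intervals, and they cover counting error or the spread across regions only.

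Chromosome names and lengths of the GRCh38 sequence were compared with the lists before coordinates were used. Peaks on chromosomes 1 to 22, X and Y were kept as deposited. Overlapping peaks of the cell lines were merged into regions, and the value of a region in a cell line was the mean fold enrichment of its peaks weighted by their length. A region was counted as increased with a peak in C4-2BER only or a ratio of at least 2, and as decreased in the mirrored case. Regions of H3K27ac that overlapped a region of H3K18ac with the same change were counted for both marks. Promoters were 2000 bp upstream to 500 bp downstream of each TSS of protein-coding and lncRNA genes in GENCODE release 44, and the promoter value of a gene was the highest fold enrichment in its windows. The 11 gene lists were taken from the text, figures and tables of the paper. Each was compared with 10000 random lists of the same size matched on mean promoter fold enrichment. The genes to be named were those of the paper's lists and others chosen by a rule. The rule took the 3 protein-coding genes with the largest rise and the 3 with the largest fall in both marks. These were ranked among genes with a promoter peak of each mark in both cell lines. It also took the 3 with the strongest promoters of both marks in each cell line alone. Of the paper's lists, the text names genes with an increased or decreased promoter, cell adhesion genes with no H3K27ac promoter peak, and CHGA, PAX5, TNC and DAB1, on which sentences of the paper bear. Results for some genes and lists are not reported here. Sequences of Fig. S3E and of the 5hmC ChIP-qPCR primers were matched to both strands of GRCh38 without mismatches, and GC content was taken from the same sequence.

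Results were recomputed under 13 alternatives, which were set before the data were examined, and under 4 alternatives chosen after seeing the data. Single genes were recomputed for the genes of the rule and for those whose ratios the text prints, which were picked after their values were seen. The last 4 count only peaks present in 1 cell line, take equal numbers of the highest-fold peaks, centre the log2 ratio within 20 bins of GC content, or use the Ensembl canonical TSS. The merging of peaks, the rescaling, the GC tables, the background estimate and the random gene lists were tested on simulated data. Of 200 regions planted for each kind of change in each mark, 200 were found, and 0 of 19200 unchanged regions were called changed. The unchanged peaks varied little between the simulated lists, and none was lost to a calling threshold or a difference in depth. These counts therefore check the counting only and give no error rate for the real lists. In the simulated gene lists a missing peak was missing in both cell lines, so matching of genes with a peak in 1 line was not tested. A planted background of 4 was estimated as 4.05 and one of 6 as 6.125. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and samtools 1.23.1.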

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

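The test of depth was set before its value was seen, but how far above 1 its ratio had to be to count against depth was decided after related values had been seen. The tests of GC content were set after the pattern had been noticed and before their own values were seen.

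The paper reports regions where both marks increased. Regions where both marks decreased in C4-2BER, which it does not report, numbered 4507. The excess of increased over decreased regions, 1.63 increased per decreased region, was set against a greater depth of the C4-2BER libraries. Among equal numbers of the highest-fold peaks of each list, 28927 for H3K27ac and 26751 for H3K18ac, there were 2634 increased and 2479 decreased regions, or 1.06 increased regions per decreased region. As the test had been worded, depth would be argued against if increased regions still outnumbered decreased ones, which they did. The margin is small, and the ratio depended on the cut-off, with 0.954 at a minimum fold enrichment of 4 and 3.48 at a −log10 q-value of at least 5. Depth and an excess of weak gains in C4-2BER therefore cannot be told apart, because the selection removes weak peaks of both kinds and the lists hold no read counts. A difference between the enzalutamide-resistant and the parental cells stays open and was not tested.

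In the highest of 10 equal groups by GC content, 11369 H3K18ac regions were found in C4-2B only and 474 in C4-2BER only, and the paper does not report on base composition. The ratio of C4-2BER-only to C4-2B-only regions in the lowest group was 9.46 times that in the highest for H3K27ac and 95.4 times for H3K18ac. A loss of acetylation at promoters, which are GC-rich, does not account for the whole pattern, since more than 10 kb from any TSS the contrast was 10.3 for H3K27ac and 79.4 for H3K18ac. The contrast was not confined to the weakest peaks, since among equal numbers of the highest-fold peaks it was 4.49 for H3K27ac and 6.92 for H3K18ac. It was smaller there than among all peaks, so weak peaks could account for part of it. The selection also sets a new threshold, and a region near it can again be in 1 list only. How far peaks near a threshold account for the pattern can therefore not be decided. A GC bias of the libraries stays open. At shared regions more than 10 kb from a TSS, with the trend on mean fold enrichment removed, the median log2 ratio in the highest group minus that in the lowest was −0.26 for H3K27ac and −0.22 for H3K18ac. A GC bias and a difference in chromatin between the cell lines could each give this fall, and they cannot be told apart, because each cell line has 1 pooled list per mark, so that library and cell line coincide.

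On chromosome Y, which the paper does not discuss, 72 H3K18ac regions were found in C4-2BER only and 6 in C4-2B only, as were 38 and 6 H3K27ac regions. The ratio for H3K18ac was 12, against 0.309 to 1.57 on the other chromosomes. Neither the copy number of the chromosome in each cell line, nor reads shared with the X chromosome, nor a difference in chromatin was tested.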

How the results depend on the processing

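No paired analysis was possible because the authors merged the replicates before calling peaks, so each mark and cell line has 1 list. For the same reason no replicate could be left out in turn. Counts are called moved when they changed by more than 1.5 times, and shares and medians when they left their 95% interval, which is narrow because it covers only counting error. For the summary values, 190 of the 269 values under the 13 alternatives set first stayed the same by these rules, as did 50 of 85 under the 4 added after seeing the data, which are equal numbers of highest-fold peaks, presence in 1 cell line only, the log2 ratio centred by GC content and the canonical TSS. Of the values of gene lists and single genes, 330 of 359 and 126 of 137 stayed the same. The median log2 ratios were not recomputed by presence only or with the ratio centred by GC content, since these settings fix or drop the value.

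The cut-offs moved most counts. In the following, the first value is with a −log10 q-value of at least 5, the second with a fold enrichment of at least 4 and the third with equal numbers of highest-fold peaks. H3K27ac peaks numbered 42727, 29412 and 28927 in C4-2BER and 36231, 28927 and 28927 in C4-2B, and H3K18ac peaks 57754, 26751 and 26751 in C4-2BER and 45339, 28968 and 26751 in C4-2B. H3K18ac peaks covered 167.5, 97.2 and 97.2 Mb in C4-2BER and 124.8, 90.2 and 85.0 Mb in C4-2B. H3K27ac regions in both cell lines numbered 29197, 22485 and 22310, in C4-2BER only 13098, 6684 and 6378, and in C4-2B only 5461, 5452 and 5628. H3K18ac regions in both numbered 34885, 19890 and 19229, in C4-2BER only 22238, 6587 and 7256, and in C4-2B only 7943, 8180 and 6742. Increased H3K27ac regions numbered 13572, 6886 and 6580 and decreased ones 7127, 6690 and 6852. For H3K18ac the counts were 22281, 6603 and 7268 increased and 8245, 8382 and 6945 decreased. The fewer peaks left follow from the cut-offs themselves. H3K18ac regions in C4-2B only outnumbered those in C4-2BER only at a fold enrichment of at least 4, opposite to the main count, and the cause was not tested.

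The median log2 ratio at shared regions stayed below 0. For H3K27ac it was −0.27, −0.32 and −0.32 under these 3 cut-offs, −0.16 with equal peak numbers, −0.18 with the highest fold of a region and −0.029 with rescaling. For H3K18ac it was −0.18, −0.23 and −0.25 under the cut-offs, −0.120 with peaks within 1000 bp merged, −0.13 with the highest fold of a region and −0.012 with rescaling. Rescaling brings the median near 0 by its construction.

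Regions increased in both marks numbered 2579 with a fold enrichment of at least 4 and 2634 with equal numbers of highest-fold peaks, and regions decreased in both numbered 2200 with the q-value cut-off, 2702 with the fold cut-off, 8905 with a ratio of 1.5 and 2479 with equal numbers of highest-fold peaks. The number of increased per decreased region was 3.48 with the q-value cut-off, 1.05 with a ratio of 1.5, 1.06 with equal numbers of highest-fold peaks and 0.954 with the fold cut-off, where the direction reversed and the cause was not tested.

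The share of increased H3K27ac regions at promoters was 17.1% with the fold cut-off, 13.7% with equal peak numbers, 15.1% with a ratio of 1.5, 12.8% with a window of 1000 bp on both sides, 18.4% with 2000 bp on both sides, 4.99% with 1 TSS per gene, 17.2% with equal numbers of highest-fold peaks and 4.96% with the canonical TSS. For H3K18ac it was 11.7% with the q-value cut-off, 15.7% with the fold cut-off, 7.03% with peaks within 1000 bp merged, 5.90% and 9.96% with the 2 windows, 2.79% with 1 TSS per gene, 16.5% with equal numbers of highest-fold peaks and 2.66% with the canonical TSS. For regions increased in both marks it was 13.7% with the fold cut-off, 9.49% and 14.4% with the 2 windows, 2.92% with 1 TSS per gene, 13.5% with equal numbers of highest-fold peaks and 2.91% with the canonical TSS.

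Increased H3K27ac promoters numbered 416 with the fold cut-off and 404 with equal numbers of highest-fold peaks, and decreased ones 673 with rescaling, 6384 with a ratio of 1.5 and 478 by presence in 1 cell line only. Increased per decreased H3K27ac promoter reversed to 1.15 with rescaling and to 1.18 by presence only, and was 0.144 with a ratio of 1.5 and 0.273 with equal numbers of highest-fold peaks. Decreased H3K18ac promoters numbered 4224 with a ratio of 1.5, and increased per decreased H3K18ac promoter was 0.790 with the q-value cut-off and 0.116 with a ratio of 1.5.

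Of the named genes, 10 had a higher H3K27ac promoter fold in C4-2BER, and 19 with rescaling. For H3K18ac 14 did, and 24 with rescaling and 23 with the log2 ratio centred by GC content. Named genes with an increased H3K18ac promoter numbered 1 in the main setting, 3 with the q-value cut-off, 2 with the fold cut-off, 0 with either other window, 0 by presence only, 2 with equal numbers of highest-fold peaks and 2 with the canonical TSS.

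The single genes that reversed were HOXA3, FSCN3, DAB1 and JAG1. The H3K27ac log2 ratio of HOXA3 was −0.069 with either other window, and its H3K18ac ratio was 0.020 with a window of 1000 bp on both sides and 0.045 with the promoter mean. The H3K18ac ratio of FSCN3 was −0.26 with that window, that of DAB1 was 0.69 with the promoter mean and 1.53 with the canonical TSS, and that of JAG1 was 0.41 with the promoter mean. The causes were not tested, and the choice of TSS and window changes which peaks a promoter takes in.

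The depth of the libraries is unknown, which limits every count of regions found in 1 cell line only, since a region without a peak can hold a signal under the peak caller's threshold.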

Differences from the paper's values

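The counts compared here are not of the same items, since Fig. 2F counts C4-2BER ATAC-seq peaks that overlap increased peaks, and the values here count regions of the histone marks with no restriction to ATAC-seq peaks. The number of regions with increased H3K27ac was 27396, and the paper's value is about 13000 in Fig. 2F, read by eye as a sum. With a −log10 q-value of at least 5 it was 13572, within 1.5 times the paper's value. None of the other 8 alternatives that apply and were set before the data were examined came within 1.5 times, and they gave 6886 with a fold enrichment of at least 4 and between 23873 and 30343 otherwise. Equal numbers of highest-fold peaks, an alternative chosen after seeing the data, gave 6580, further below.

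The number of regions with increased H3K18ac was 64946, and the paper's value is about 11000 in Fig. 2F, read by eye as a sum. None of the alternatives set before the data were examined closed the gap, which gave 6603 with a fold enrichment of at least 4, 22281 with a −log10 q-value of at least 5, and between 59720 and 67370 otherwise. Equal numbers of highest-fold peaks, an alternative chosen after seeing the values, gave 7268, which did not come within 1.5 times either.

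The paper describes increases of both marks at regions accessible in C4-2BER (Fig. 2E). Over all regions with a peak in both cell lines, accessible or not, the median log2 ratio was −0.17 for H3K27ac and −0.12 for H3K18ac. With rescaling, which brings the median near 0 by its construction, it was −0.029 and −0.012. These medians leave out the 26195 H3K27ac and 64656 H3K18ac regions with a peak in C4-2BER only. Fig. 2E shows normalized read signal at differentially active loci, so the medians are of other regions and another measure and do not test it.

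The paper describes higher histone acetylation near the Pax5 promoter in C4-2BER (Fig. 7A). In the peak lists the promoter windows of PAX5 had an H3K27ac peak in C4-2B only, and the H3K18ac log2 ratio was −0.39. The H3K18ac ratio was below 0 in each of the alternatives run for it, the nearest to 0 being −0.18 with the log2 ratio centred by GC content, an alternative chosen after seeing the data. By single peaks, the H3K18ac fold enrichment in intron 1 was 3.20 in C4-2BER and 3.16 in C4-2B, and a weak upstream peak was called in C4-2BER only.

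The paper names CHGA among genes near regions where both marks increased. No H3K27ac peak overlapped the promoter windows of CHGA in either cell line, and its H3K18ac log2 ratio was −0.91. This ratio is of peaks that start 4745 bp (C4-2BER) and 4832 bp (C4-2B) downstream of the canonical TSS. Nearer to that TSS the H3K18ac fold enrichment differed less, with 2.29 in C4-2BER and 2.50 in C4-2B. The nearest region increased in both marks was 290813 bp from the TSS.

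The paper states that acetylation increased at the promoters of TNC and DAB1. At TNC an H3K27ac promoter peak was called in C4-2BER only and the H3K18ac log2 ratio was 0.51. For DAB1, the highest value over all annotated TSSs was lower in C4-2BER, with log2 ratios of −0.78 for H3K27ac and −0.40 for H3K18ac. The C4-2B values in these ratios are from the TSS farthest upstream, which is 4 bp from a TSS of OMA1, and with 1 TSS per gene, which takes that TSS alone, the ratios were −1.41 and −0.97. With the promoter mean weighted by overlap the H3K18ac ratio of DAB1 was 0.69, and at the Ensembl canonical TSS, an alternative chosen after seeing the values, it was 1.53 and an H3K27ac peak was called in C4-2BER only.

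The paper describes the accessible regions with increases in both marks as promoters. In the lists, without the ATAC-seq peaks, 10.5% of the regions increased in both marks overlapped a promoter window.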

Other observations

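The test on exchanged labels below was chosen after the result was seen.

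At the PAX5 locus the H3K27ac peaks, and the H3K18ac peak over the TSS, were higher in C4-2B than in C4-2BER, while in intron 1 the H3K18ac peaks were alike (3.16 and 3.20). Lists with exchanged labels would put the higher fold enrichment at the TNC site of Fig. S3E in C4-2B, but it was in C4-2BER for both marks (2 of 2 comparisons). An exchange of the labels and a difference between the cell lines at PAX5 still cannot be told apart, because this is a single site. The C4-2B H3K27ac peak in intron 1 of PAX5 lies from 37027804 to 37028209, with a GC content of 60.6%. Its GC content and height do not by themselves explain why no C4-2BER peak was called there. Of 607 other C4-2B H3K27ac peaks within 3 percentage points of GC content and within 1.2 times its fold enrichment, 14 had no C4-2BER peak (2.31%, 95% Wilson confidence interval 1.38% to 3.83%). These peaks were not matched on width. The PAX5 peak is 406 bp wide, against a median of 1032 bp in its list. A narrow peak is less likely to overlap another, so 2.31% may be too low a share to expect here. A difference in acetylation between the cell lines at this site stays open as a hypothesis, since the pooled lists have no replicates.

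Among the 31 transcription factors of Table S1, FOXQ1 and SALL4 had an increased H3K27ac promoter, and 82.8% of the matched random lists had as many or more. PAX5 and ETS2 had a decreased one. In other lists given here, 1 gene with an increased H3K27ac promoter was found among 6 type II neuroendocrine regulators (83.0% of random lists had as many), 1 among 11 HOXA genes (38.7%) and 1 among 2 Pax5 motif genes (7.79%). In the main setting none was found among the 5 type I neuroendocrine genes, 8 cell adhesion genes and 7 Pax5 target genes. The Pax5 target genes had 2 with a −log10 q-value of at least 5. The Pax5 target and cell adhesion lists each had 1 with a window of 1000 bp on both sides, 1 TSS per gene or the canonical TSS. The counts of the type II and HOXA lists fell to 0 under some settings. For H3K18ac in the main setting, the HOXA genes had 1, and the other lists had 0. Among the cell adhesion genes of Fig. S2B and S2C, no H3K27ac promoter peak was called in either cell line at NCAM1, CD40, VCAN, CDH2, CNTN1 and CLDN11.

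Of the random-list comparisons for the 11 lists and 2 marks, the smallest share was 2.01%, for the 1 HOXA gene (HOXA5) with an increased H3K18ac promoter. It is 1 of 22 such comparisons and was not corrected for their number.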
